# *Heterogeneous Nuclear Ribonucleoprotein L* is required for the survival and functional integrity of murine hematopoietic stem cells

**DOI:** 10.1038/srep27379

**Published:** 2016-06-07

**Authors:** Marie-Claude Gaudreau, Damien Grapton, Anne Helness, Charles Vadnais, Jennifer Fraszczak, Peiman Shooshtarizadeh, Brian Wilhelm, François Robert, Florian Heyd, Tarik Möröy

## Abstract

The proliferation and survival of hematopoietic stem cells (HSCs) has to be strictly coordinated to ensure the timely production of all blood cells. Here we report that the splice factor and RNA binding protein hnRNP L (heterogeneous nuclear ribonucleoprotein L) is required for hematopoiesis, since its genetic ablation in mice reduces almost all blood cell lineages and causes premature death of the animals. In agreement with this, we observed that hnRNP L deficient HSCs lack both the ability to self-renew and foster hematopoietic differentiation in transplanted hosts. They also display mitochondrial dysfunction, elevated levels of γH2AX, are Annexin V positive and incorporate propidium iodide indicating that they undergo cell death. Lin^-^c-Kit^+^ fetal liver cells from hnRNP L deficient mice show high p53 protein levels and up-regulation of p53 target genes. In addition, cells lacking hnRNP L up-regulated the expression of the death receptors *TrailR2* and *CD95/Fas* and show Caspase-3, Caspase-8 and Parp cleavage. Treatment with the pan-caspase inhibitor Z-VAD-fmk, but not the deletion of p53, restored cell survival in hnRNP L deficient cells. Our data suggest that hnRNP L is critical for the survival and functional integrity of HSCs by restricting the activation of caspase-dependent death receptor pathways.

In mice, hematopoiesis originates from hematopoietic stem cells (HSC) that migrate from the aorta-gonad-mesonephros region (AGM) towards the fetal liver (FL) at embryonal stage 10.5 day post-coitus and later on, takes place in the bone marrow (BM) of adult mice^1^,^2^. In both FL and BM, HSCs possess a unique self-renewal capacity and the potential to generate all mature blood and immune cells of an organism throughout its lifetime^3^,^4^,^5^. The commitment of HSCs to differentiate into specific cell lineages is tightly regulated and starts with the formation of multipotent progenitors (MPPs) that have a reduced self-renewal capacity and are already restricted in their multilineage potential^6^,^7^. The earliest precursors that emerge from MPPs still have both myeloid and lymphoid potential and are called LMPPs^8^,^9^.

HSCs reside in the BM or the FL and are part of the Lin^−^Sca1^+^cKit^+^ (LSK) subset. They can be further defined by the expression of the markers CD150 and CD48 (i.e. HSCs are Lin^−^Sca1^+^cKit^+^CD150^+^CD48^−^)^10^,^11^,^12^,^13^. While most HSCs in adult mice are in a quiescent stage, embryonic HSCs are proliferating to generate the adult pool of stem cells^5^,^14^,^15^. Many transcription factors including Runx1, Gfi1, Gfi1b, GATA2, SCL and Notch1 have been identified as important regulators of lineage commitment as well as HSCs quiescence and survival^16^,^17^,^18^,^19^,^20^. However, the role that mRNA processing factors may have for HSCs remains unexplored, even though they are known to control gene expression at the transcriptional and posttranscriptional level^21^,^22^.

Heterogeneous nuclear ribonucleoprotein L (hnRNP L) is an RNA processing factor and an RNA-binding protein that has been identified to regulate alternative splicing by binding exonic splicing silencers elements (ESS) resulting in exon exclusion from the mature mRNA^23^,^24^,^25^. To investigate the role of hnRNP L in HSC function and hematopoietic differentiation, we have generated conditional hnRNP L knockout mice. Here, we present evidence that hnRNP L is essential for the survival and functional integrity of HSCs since ablation of this factor is incompatible with proper hematopoietic differentiation and causes premature and accelerated death in hnRNP L deficient animals. In particular, we report that hnRNP L deficient HSCs show increased mitochondrial stress and initiate both p53- and caspase-dependent cell death pathways.

## Material and Methods

### Ethics Statement

The protocols for the *in vivo* experiments described here were reviewed and approved by the Institut de recherches cliniques de Montréal (IRCM) Animal Care Committee (ACC); protocol numbers are: #2009-12/#2013-03. All animal experiments were conducted according to institutional rules put in place by the IRCM ACC, which follow the regulations and requirements of the Canadian Council on Animal Care (www.ccac.ca).

### Mice

hnRNP L floxed mice were described previously^26^. *MxCre, VavCre, H2kBcl2* and *Trp53*^−/−^ mice were obtained from Jackson laboratories or from a colony maintained at the IRCM. The animal ethics committee of the IRCM approved all animal experiments. MxCre^+^hnRNP L^fl/fl^ or hnRNP L^fl/fl^ mice were injected intraperitoneally with 500 μg of polyinosinic-polycytidylic acid (pIpC; Sigma-Aldrich) every other day for a total of 5 times and were analyzed 14 days after the first injection. All mice were aged between 8–16 weeks for BM analysis.

### Flow cytometric analysis and cell sorting

Cell surface staining was done using a lineage cocktail containing antibodies against B220, Ter119, CD3, CD11b, Gr1, NK1.1, CD49b and CD8 that were all biotinylated and streptavidin labeled with a fluorescent dye (BD biosciences). Importantly, no antibody against CD11b was included in the lineage cocktail for FL cells. Antibodies against CD150, CD48, cKit, Sca1, CD34, Flt3, CD16/32, AA4.1, IL7R, Annexin V, CD95 and TrailR2 were either from BD biosciences, ebiosciences or Biolegends. Biotinylated Sca-1 antibody was included in the lineage cocktail mix when staining for myeloid progenitor cells. Hoechst staining and the analysis of reactive oxygen species (ROS) was performed as previously described^17^. Briefly, cells were first surface stained with specific markers and then incubated at 37 °C for 3 min with 5-(and-6)-carboxy-2′,7′-dichlorodihydrofluorescein diacetate (carboxy-H2DCFDA; Invitrogen) and analyzed by fluorescence activated cell sorting. Staining for phosphorylated H2AX was performed by fixing the cells with 2% paraformaldehyde and by permealizing with PhosphoFlow buffer III (BD biosciences) for 20 min on ice. Cells were then stained with anti-γH2AX (Cell signaling) followed by a FITC coupled anti-rabbit antibody. All analyses were done using a LSR FACS (BD biosciences). Mitochondria membrane potential was measured by fluorescence levels upon staining with Mitotracker green and Mitotracker deep red at 50 nM for 30 min at 37 °C, using an Invitrogen kit and performed according to the manufacturer’s instructions. LSK cells were sorted on a MoFlo cell sorter (Cytomation). Peripheral cells were stained with fluorescent conjugated antibodies against CD3, B220, CD19, Mac1, Gr1, Ter119, CD71 that were all from BD biosciences.

### *In vitro* differentiation

OP9 or OP9DL1 cells were plated in AMEM with either IL-7 and SCF or IL-7, SCF, GM-CSF, IL-3 and IL-6 at a density of 2 × 10^4^ cells in 24-well plates. Two thousand LSK cells from FL of E14.5 embryos were sorted into each well. Cells were harvested 7 or 14 days later and were stained for CD4, CD8, CD19, Gr1 and Mac1.

### Methylcellulose assay

Five hundred LSK cells sorted from E14.5 FL or BM were seeded on methycellulose (StemCell Technologies) supplemented with erythropoetin, IL-3, IL-6, SCF, transferrin and insulin. After 10 days, the number of colonies was determined.

### Treatment with inhibitors

5 × 10^4^ Lin-FL cells from embryos E13.5 were sorted using an AutoMACS into StemSpan (StemCell Technologies) culture media supplemented with 2.6% FBS, L-Glutamine and SCF. The caspase-8 (Z-IETD-fmk) and Pan-caspase (Z-VAD-fmk) inhibitors were purchased from R&D Systems and used at a final concentration of 100 μM. The ATM (KU-55933) and ATR (VE-822) inhibitors were purchased from Selleck Chemicals and used at a final concentration of 1nM. Cells were cultured for 24 hours before apoptosis rates were measured by annexin V staining (Annexin V-FITC Apoptosis Detection Kit; BD Pharmingen).

### Transplantation assays

Non-competitive repopulation assays were performed using total FL cells from embryos E14.5 (2 × 10^5^) or total BM (1 × 10^6^). Competitive transplantation assays were done by pooling total BM cells from MxCre^+^hnRNPL L^fl/fl^ or MxCre^+^hnRNP L^wt/fl^ (CD45.2^+^) or FL cells from VavCre^+^hnRNP L^fl/fl^ or hnRNP L^wt/fl^ (CD45.2^+^) with BM cells from wt CD45.1^+^ mice at a 1:1 ratio for a total of 2 × 10^6^ cells and 4 × 10^5^, respectively. FL Lin^−^cKit^+^ progenitor cells transplant experiment was done by pooling 7,500 VavCre^+^hnRNP L^fl/fl^ or hnRNP L^wt/fl^ (CD45.2^+^) FL Lin^−^cKit^+^ progenitor cells with 1.5 × 10^5^ carrier CD45.1^+^ FL cells. Cells from donor mice aged 8–12 weeks (one donor mouse per experiment) were injected intravenously into 9.6 Gy irradiated syngeneic 8–12 week old CD45.1^+^ mice.

### Real-time quantitative PCR

Total RNA was isolated from lineage depleted FL or BM cells using RNeasy Mini kit (Qiagen) according to the manufacturer’s instructions. cDNA was prepared from RNA using SuperScript II reverse transcriptase (Invitrogen) and was analyzed using TaqMan probes (Applied biosystems) and Gapdh as an internal control. A Mx-3005 system (Stratagene) was used and relative expression was calculated via the 2^−ΔΔCT^ method. QPCR was performed using a MasterMix for SYBR green (Quanta Biosciences) and a ViiA7 (Applied Biosystem). Melting curves were used to confirm the amplicon specificity. The exon usage was calculated via the ΔΔCT (variable exon- constant exon) and the 2^−ΔΔCT^ method. Primer sequences are provided in Supplementary Table 1.

### RNA-Sequencing

RNA was extracted from sorted FL Lin^−^, c-Kit^+^ cells of E14.5 embryos using MagMAX™-96 Total RNA Isolation Kit. RNA integrity and quality were confirmed using a bioanalyzer (Agilent). Sequencing libraries were prepared from RNA extracts from three biological replicates using the TruSeq Stranded mRNA kit from Illumina according to the manufacturer’s instructions and sequenced using the TruSeq PE Clusterkit v3-cBot-HS on an Illumina HiSeq 2000 system. Sequencing reads were aligned to the GRCm38 Ensembl build of the genome using Tophat v2.0.10^27^. On average, each sample had 170350714 mapped reads with a standard deviation of 21743591. For differential expression, reads were processed using Samtools^28^ and mapped to Ensembl transcripts using HTSeq^29^. Differential expression was tested using the DESeq R package and heatmaps were generated using the gplots R package^30^. Raw RNA-sequencing results and processed data are available on the Gene Expression Omnibus under accession GSE57875. The DAVID online tool was used to identify over-represented biological functions among genes significantly differentially expressed between hnRNPL KO vs. Wild-type samples^31^,^32^. The enrichment of selected biological functions of interest was also analyzed using the GSEA tool^33^.

### Splicing Analysis

For the analysis of splice junctions, processed reads were mapped to exon junctions and differences between conditions were quantified using the MISO software^34^. For the analysis of Differential Exon Usage (DEU), reads were mapped to exons using Dexseq_count.py script and quantified using the DEXseq R package. These two analyses differ in that MISO focuses on sequencing reads spanning exon junctions while Differential Exon Usage focuses on relative differences in the abundance of reads within exons, thereby producing different results.

### ChIP-qPCR

The detection of hnRNP L by ChIP was performed, as described previously^35^, on 5 × 10^6^ NIH3T3 cells cross-linked with 1% formaldehyde for 8 minutes and quenched with 125 mM glycine. Cells were lysed and chromatin was sonicated (Covaris E220 sonicator) to a size range of 200–500 bp. Samples were immunoprecipitated with 5μg anti-hnRNP L antibody (Ab32680; Abcam) or control anti-IgG antibody (sc-2025, Santa Cruz Biotechnology) coupled with Dynabeads beads coated with Protein G (Life Technologies). ChIP DNA was analyzed by quantitative PCR (qPCR) using SYBR green. The enrichment (relative to Input and a negative control intergenic region) was calculated using the ΔΔCt method. Primer sequences are provided in Supplementary Table 1.

### Luciferase reporter assays

HEK293T cells were plated on 24-well plates at a density of 1 × 10^5^ cells per well and, 24 h and 48 h later, transfected with 2pmol of siRNA using Lipofectamine 2000 as per the manufacturer’s instructions. At the 72 h time point, cells were transfected with both 250 ng the *Trailr2*^36^ or control luciferase reporters and β-galactosidase, which was used to normalize luciferase values in each well. Firefly luciferase and beta-galactosidase activities were measured 24 h post-reporter transfection.

### Actinomycin D assay

FL Lin^−^ cells were sorted from E14.5 embryos into serum-free opti-MEM (Gibco). Cells were then treated with 5 μg/mL actinomycin D at 37 °C and collected at 0, 2 and 4 hours post-treatment. Cells were lysed in RLT buffer with 10% β-mercaptoethanol and RNA was extracted using the Qiagen RNEasy Mini Kit, followed by RT-PCR and qPCR.

### Statistical analysis

Two-tailed Student *t* test was used to calculate *p* values where indicated. A *p* value ≤0.05 was considered statistically significant: *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001. Statistical analysis of survival curves was performed using the Log-rank test.

## Results

### Absence of hnRNP L results in altered hematopoiesis and premature death

Since constitutive deletion of hnRNP L arrests development before gastrulation, we had previously generated conditional knockout mice carrying floxed hnRNP L alleles^26^. To gain insight into the function of hnRNP L in hematopoietic stem and progenitor cells (Figure S1a), we deleted the floxed alleles using a Vav-Cre transgene^37^. However, VavCre^+^hnRNP L^fl/fl^ mice were not viable and arrested development at embryonic stage E16.5-17.5 (Fig. 1a). To overcome this limitation, hnRNP L^fl/fl^ mice were crossed with animals carrying the pIpC inducible Mx-Cre transgene, but an acute ablation of hnRNP L by pIpC injection also caused MxCre^+^hnRNP L^fl/fl^ mice to die quickly (Fig. 1b). Both the fetal liver (FL) of VavCre^+^hnRNP L^fl/fl^ mice and the bone marrow (BM) of adult MxCre^+^hnRNP L^fl/fl^ mice had a significantly reduced cellularity (Fig. 1c,d) accompanied by a reduction of lymphoid and erythroid cells in the FL and an almost complete loss of T cells from the fetal thymus (Fig. 1e). Analysis of peripheral blood of adult pIpC injected MxCre^+^hnRNP L^fl/fl^ mice also showed a decrease of differentiated cells including severe thrombocytopenia and neutropenia (Fig. 1f). This diminution was observed although the ablation of hnRNP L in adult BM was less efficient than in the FL (Figure S1b). These findings indicate that ablation of hnRNP L causes a severe disruption of hematopoiesis at very early stages, possibly at the level of hematopoietic stem cells.

### Differential requirement of hnRNP L for fetal and adult HSCs and progenitors

Flow cytometric analysis revealed a significant reduction in frequencies and absolute numbers of common lymphoid and myeloid progenitors (CLPs, CMPs) and granulocytic monocytic progenitors (GMPs) and to a lesser extent of erythroid/megakaryocytic precursors (MEPs) in both FL and BM of hnRNP L deficient mice compared to controls (Fig. 2a,b, Figure S1c–f). Furthermore, the LSK fraction was severely affected by the deletion of the hnRNP L gene (Figure S1g), but absolute numbers of HSCs (LSK, Flt3^−^CD150^+^CD48^−^ cells) were maintained compared to controls (Fig. 2c). However, in the BM of adult MxCre^+^hnRNP L^fl/fl^ mice, frequencies and absolute numbers of both HSCs and the MPP progenitors were significantly reduced compared to controls (Fig. 2d, Figure S1h). This suggests that hnRNP L is required to maintain the cellularity of phenotypically defined hematopoietic stem and progenitor populations, but also indicates that hnRNP L ablation has different effects in cells derived from FL or BM.

### Phenotypically defined HSCs from hnRNP L deficient mice are functionally impaired

Using OP9 and OP9DL1 stroma co-cultures and methylcellulose assays, we found that hnRNP L deficient LSKs were unable to generate B- or T- lymphoid or myeloid cells in culture or any type of colony in semisolid medium, whereas wt LSKs efficiently gave rise to all three lineages and produced the expected number of colonies (Fig. 3a,b). Next, we transplanted non-competitively (Fig. 3c,d) or competitively (Fig. 3e,f) FL cells or transplanted FL Lin^−^cKit^+^ progenitor cells (Fig. 3g,h) from either wt or hnRNP L deficient embryos (CD45.2^+^) into irradiated syngeneic recipient mice (CD45.1^+^). Analysis of peripheral blood of the recipients showed that hnRNP L deficient cells were unable to generate detectable numbers of CD45.2^+^ cells upon transplantation, whereas transplanted control cells demonstrated a very efficient reconstitution of all lineages (Fig. 3d,f,h). Finally, we used cells from MxCre^+^hnRNP L^wt/fl^ or MxCre^+^hnRNP L^fl/fl^ mice and induced the deletion of hnRNP L in verified BM transplant chimeric mice after a competitive transplantation into syngeneic CD45.1^+^ mice (Figure S2a,b). Clearly, transplanted mice showed a strongly reduced percentage of CD45.2^+^ progenitors and HSCs after the deletion of hnRNP L alleles (Fig. 4a,b), suggesting that functional HSCs are almost entirely lost from hnRNP L deficient FL or BM.

### Loss of hnRNP L leads to HSC apoptosis and mitochondrial stress

To gain further insight into the role of hnRNP L, we assessed cell cycle parameters and found a significant decrease in the percentage of G2/M-phase cells and a distinct increase in a sub-G1 fraction of hnRNP L deficient HSCs compared to wt HSCs (Fig. 5a). Both hnRNP L deficient fetal and adult HSCs and MPPs showed a higher frequency of Annexin V positive cells compared to wt controls (Fig. 5b,c), suggesting that hnRNP L deficient HSCs undergo apoptosis. The absence of hnRNP L also resulted in a loss of mitochondrial membrane potential in live FL and BM Lin- cells (Fig. 5d) as determined by using two mitochondria-specific labels that distinguish total (Mitotracker green) and respiring mitochondria (Mitotracker deep red). In addition, the level of reactive oxygen species (ROS) was elevated in hnRNP L deficient HSCs over controls (Fig. 5e). To assess whether apoptosis due to hnRNP L loss was primarily caused by mitochondrial dysfunction, fetal livers from VavCre^+^hnRNP L^fl/fl^ mice that also carry an anti-apoptotic H2k-Bcl-2 transgene were observed for frequencies of Annexin V positive cells. Surprisingly, over-expression of Bcl-2 did not reduce the level of Annexin V positive HSCs in VavCre^+^hnRNP L^fl/fl^ embryos (Figure S3a). Previous studies have reported a role for hnRNP L in preventing the decay of the mRNA encoding Bcl-2^38^, but we did not find evidence that the deletion of hnRNP L affected the steady state expression level of Bcl-2 mRNA (Figure S3b). This excluded Bcl-2 mRNA stability or expression level as the cause of the increased apoptosis rates seen in hnRNP L deficient, Bcl-2 over-expressing HSCs.

High levels of mitochondrial ROS production are known to potentially cause DNA damage^39^. Indeed, we observed that hnRNP L deficient LSKs expressed elevated levels of phosphorylated H2AX (γ-H2AX), an indicator of DNA double strand breaks (Fig. 5f). This suggests that a DNA damage response pathway is activated in hnRNP L deficient cells. However, treatment of hnRNP L deficient Lin^−^ cells with KU-55933, an inhibitor of ATM, VE-822, an inhibitor of ATR, or both inhibitors simultaneously did not rescue the cells from dying as assessed by Annexin V and PI staining (Figure S4). This indicates that the observed cell death in hematopoietic cells lacking hnRNP L is not the sole result of DNA damage response-induced pathways.

### Activation of p53 and p53-dependent pathways in hnRNP L null FL cells

To gain more insight into the molecular defects of hnRNP L deficient HSCs, we undertook a genome-wide analysis of mRNA expression and splicing through next-generation RNA sequencing using three independent preparations of wt or VavCre^+^hnRNP L^fl/fl^ E14.5 Lin^−^cKit^+^ FL cells (Fig. 6a). 

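Lin-cKit+ FL cells, the lineage-negative and c-Kit-positive fraction that contains hematopoietic stem and progenitor cells, were sorted from 3 wt embryos and 3 VavCre+hnRNP L fl/fl embryos at E14.5. In the latter, Cre recombinase driven by the Vav promoter deletes the floxed *Hnrnpl* alleles in hematopoietic cells. Stranded mRNA libraries were sequenced as paired ends. The authors aligned the reads to GRCm38 with Tophat, counted them on Ensembl genes with HTSeq and on exon bins with the counting script of DEXSeq, and deposited both kinds of counts without normalization. The gene counts listed 38293 genes, of which 94.9% were matched to a symbol by their Ensembl identifier. Reads counted on genes summed to 55952160, 57551610 and 69882800 in wt replicates 1 to 3 (median 57551610) and to 66791294, 66510163 and 76157226 in hnRNP L deficient replicates 1 to 3 (median 66791294). With the reads that HTSeq did not assign to a gene, the totals ranged from 104897578 to 156615707, and between 39.8% and 44.7% of these did not align uniquely. The paper reports a mean of 170350714 mapped reads per sample. The values below use only the reads counted on genes, at which depth 3 reads correspond to between 0.0394 and 0.0536 CPM, the read counts scaled to a common library size. Exon bin counts were used from 5 libraries, the 3 wt libraries and hnRNP L deficient replicates 2 and 3.

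Counts were normalized for library size and composition with edgeR's TMM method, and the 14396 genes kept by edgeR's default expression filter were tested with its quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was called differentially expressed at an adjusted p-value under 0.05. The normalization, the filter and the replicates included could each change the calls. The embryos were compared without pairing. In the sample labels, the number of wt replicate 1 shares its first part with that of hnRNP L deficient replicate 1, and the number of hnRNP L deficient replicate 2 with that of replicate 3, and neither the labels nor the paper's text say what this part stands for. Neither of them names a sequencing batch. Across genes, the Pearson correlation of log2 CPM was between 0.957 and 0.980 for pairs of wt libraries and between 0.986 and 0.993 for pairs of hnRNP L deficient libraries. Genes are not independent replicates, so these correlations describe the libraries only. *Hnrnpl* itself (ENSMUSG00000015165, chromosome 7 of GRCm38 from 28808541 to 28822266) had 552, 531 and 528 CPM in wt replicates 1 to 3 and 242, 288 and 270 CPM in hnRNP L deficient replicates 1 to 3. Its log2 fold change was -1.01 (standard error 0.088, edgeR adjusted p = 0.0072).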

We first quantified splicing differences by mapping sequenced reads against all known annotated splice junction combinations within a gene locus, regardless of prior evidence of their usage *in vivo*. Surprisingly, this analysis did not reveal any significant differences in splicing between the wt and hnRNP L deficient cells. We also quantified variations in splicing through Differential Exon Usage (DEU) analysis, which only highlighted 38 genes having at least one exon with greater than 2-fold change in use (Table S2), after correction for transcript level changes. 

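Exon usage compares the reads on one exon bin, a stretch of exon shared by the same transcripts, with the reads on the other bins of its gene. The deposited exon bin counts held 355320 bins in 37298 units. A unit is a single gene, except for 801 units in which the counting had merged overlapping genes. In the 5 libraries with exon bin counts, reads on bins summed to 102176927, 106888772 and 129774240 in wt replicates 1 to 3 and to 124049193 and 145043938 in hnRNP L deficient replicates 2 and 3. Usage was tested with edgeR's diffSpliceDGE on the 176996 bins with a mean of at least 10 reads, which lay in 11441 units. Table S2 states a p-value under 0.01 and a change in usage above 2-fold, without saying whether the p-value was adjusted. With these thresholds on the unadjusted exon-level p-value, 436 bins passed in 305 units that contain 369 genes. All 38 genes of Table S2 were among them. Usage rose in 273 of the passing bins and fell in 163. Of all tested bins, 0.324% had a p-value under 0.01 with diffSpliceDGE, 0.908% with limma's diffSplice and 1.58% with DEXSeq's model fitted with DESeq2. Without any change in usage, a share of 0.01 of the bins would be expected below this limit. The share with diffSpliceDGE was lower, so this test was conservative here and gave no excess of small p-values. The 369 genes at the unadjusted threshold are therefore not a count of established changes. When p-values were adjusted over all bins and kept under 0.05, 51 bins in 31 units remained, and these units contain 38 genes, of which 16 are listed in Table S2. In proportion, adjustment moved the count most, to 31 genes at an adjusted p-value under 0.01. The largest count, 1021 genes, came from DEXSeq's model at the unadjusted threshold. The smallest p-values among units of a single gene belonged to bins of *Cdc123*, *Iars2*, *Hells*, *Ercc6l2* and *Ptgr2*. Bin 12 of *Cdc123* had 1.59, 1.69 and 1.26 CPM in the wt libraries and 7.89 and 9.26 CPM in the hnRNP L deficient libraries, a log2 change in usage of 2.81 (edgeR adjusted p = 1.4e-19). Bin 15 of *Iars2* rose in usage by 2.83 on the log2 scale, bin 8 of *Hells* by 3.15, bin 10 of *Ercc6l2* by 2.03 and bin 13 of *Ptgr2* by 3.26. *Ercc6l2* is not listed in Table S2. The 38 genes of Table S2 lie in 26 units, 7 of which merge overlapping genes, so that bins of different genes are compared with each other there.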

Functional analysis did not reveal any biological process significantly associated with these genes (Table S3). 

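For 3 genes of apoptosis, usage was tested on 21 of 22 exon bins of *Trp53* (ENSMUSG00000059552, chromosome 11 of GRCm38 from 69580359 to 69591873), 8 of 8 bins of *Tnfrsf10b*, which encodes TrailR2, and 7 of 10 bins of *Fas*. The tested bins of *Trp53* held a median of 2010 reads per bin, averaged over the 5 libraries, and their log2 changes in usage lay between -0.21 and 0.17, with a smallest unadjusted p-value of 0.448 from edgeR's diffSpliceDGE. For *Tnfrsf10b*, with a median of 48.8 reads per bin, the changes ranged from -0.42 to 0.88 and the smallest unadjusted p-value was 0.272. For *Fas*, with a median of 15.2 reads per bin, they ranged from -0.94 to 1.57 and the smallest unadjusted p-value was 0.188. In each of the 3 genes, 0 bins had an adjusted p-value under 0.05, and 0 bins had an unadjusted p-value under 0.05. The few reads on the bins of *Fas* and *Tnfrsf10b* limit the precision of their values.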

Notably, genes involved in apoptosis, such as Trp53, TrailR2 or FAS showed no significant DEU (Figure S5).

We next examined differentially expressed genes and observed that at a 2-fold threshold of up- or down-regulation, 470 genes were up-regulated and 88 genes were down-regulated in hnRNPL deficient cells. 

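At the thresholds of Fig. 6a, a fold change above 2 and an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, 224 genes were up-regulated and 743 genes were down-regulated in the 3 hnRNP L deficient libraries compared to the 3 wt libraries. In all 224 up-regulated genes every hnRNP L deficient library had more CPM than every wt library, and in all 743 down-regulated genes every one had fewer. An exact two-sided permutation test of a single gene cannot go below p = 0.1 with 3 libraries against 3. The square root of edgeR's common dispersion, the variation between replicates beyond counting error, was 0.269. Without the fold-change threshold, 1341 genes rose and 1418 fell. Tested against a 2-fold change instead, 8 genes rose and 1 fell. The calls also depended on the replicates included. Without wt replicate 1, 333 genes rose and 1407 fell, whereas without hnRNP L deficient replicate 2 the counts were 8 and 0. In the latter fit, 292 genes rose and 1113 fell by more than 2-fold at an unadjusted p-value under 0.05.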

The genes down-regulated in their expression in hnRNP L deficient versus wt cells belonged mostly to GO categories such as hematopoietic differentiation and cell activation (Figure S5a,b). 

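Among regulators of HSCs, *Cd34* (ENSMUSG00000016494, chromosome 1 of GRCm38 from 194938819 to 194961279) fell from 151 ± 73.4 CPM (SD, n = 3 embryos) in wt cells to 32.5 ± 3.54 CPM (SD, n = 3) in hnRNP L deficient cells, a log2 fold change of -2.21 (standard error 0.35, edgeR adjusted p = 0.017). *Runx1* had a log2 fold change of -0.95 (edgeR adjusted p = 0.014) and *Meis1* of -1.07 (edgeR adjusted p = 0.014). For *Notch1* the log2 fold change was -2.04 (edgeR adjusted p = 0.029). In these 4 genes every hnRNP L deficient library was below every wt library. *Gfi1*, *Spi1* (the gene of PU.1) and *Cxcr4* had log2 fold changes of -2.15, -1.97 and -2.31, but the spread between wt embryos was larger than these differences, and the edgeR adjusted p-values were 0.25, 0.14 and 0.14. *Gfi1* had 4.36, 76.8 and 12.7 CPM in wt replicates 1 to 3 and 2.49, 9.46 and 9.18 CPM in hnRNP L deficient replicates 1 to 3. Of the cytokine receptor genes, *Csf1r* had a log2 fold change of -3.24 (edgeR adjusted p = 0.039), *Il6ra* of -2.31 (edgeR adjusted p = 0.037) and *Csf3r* of -2.13 (edgeR adjusted p = 0.077).

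The table of fold decreases in the supplement (panel c of the figure on down-regulated genes) lists 31 genes, and all 31 had a lower mean in hnRNP L deficient cells, with log2 fold changes between -3.24 and -0.95. Only 8 of the 31 passed an adjusted p-value of 0.05, and 20 passed an unadjusted one. In 20 of the 31 genes every hnRNP L deficient library was below every wt library. Wt replicate 2 had the highest value of the wt libraries in all 31. *Mpo*, a gene of granulocyte precursors, had 471, 5610 and 1170 CPM in wt replicates 1 to 3 against 191, 568 and 537 CPM in hnRNP L deficient replicates 1 to 3 (edgeR adjusted p = 0.15). With DESeq2 in place of edgeR 20 of the 31 genes passed.

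**Figure D1:**
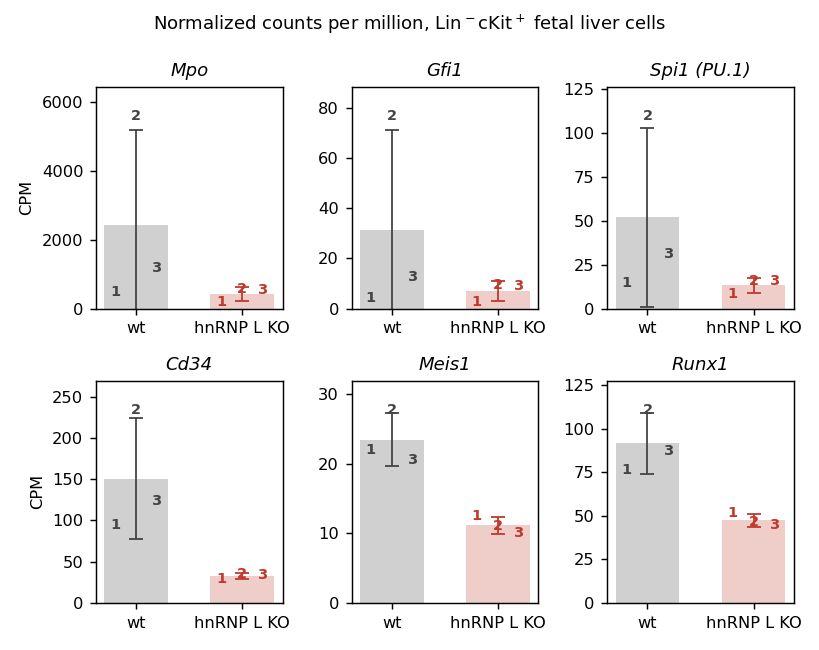
CPM (y axis, from 0) of Mpo, Gfi1, Spi1, Cd34, Meis1 and Runx1 in wt and hnRNP L KO (deficient) Lin-cKit+ FL cells. Bars are means, error bars are SD over 3 embryos (drawn down to 0 at most), and the digits mark the value of each replicate. Wt replicate 2 is the highest library in each panel, for instance at 5610 CPM of Mpo, where wt replicate 1 lies at 471 CPM, below hnRNP L deficient replicates 2 and 3.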

Notably, many genes important for HSC functions such as *Gfi1, Runx1, Meis1, PU.1, CD34, Notch1* and *Cxcr4*, but also cytokine receptor genes, were affected (Figure S5c). The down-regulation of their expression in the absence of hnRNP L was confirmed by RT-qPCR (Figure S5d).

The most significant enrichment for the biological functions of up-regulated genes was found in a GO biological process related to p53 (Fig. 6b) including many p53-target or -effector genes such as *Cdkn1a, Tp53inp1, Zmat3* or *Ccng1*, but also other genes involved in cell death such as *CD95* and *TrailR2* (Fig. 6c,d). 

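*Cdkn1a* (ENSMUSG00000023067, chromosome 17 of GRCm38 from 29090976 to 29100727), which encodes the cell cycle inhibitor p21, rose from 3.81 ± 2.32 CPM (SD, n = 3 embryos) in wt cells to 72.7 ± 14.6 CPM (SD, n = 3) in hnRNP L deficient cells. Its log2 fold change was 4.26 (standard error 0.47, edgeR adjusted p = 0.012). For *Trp53inp1*, which the paper writes as *Tp53inp1*, the means were 3.22 and 21.9 CPM and the log2 fold change was 2.76 (edgeR adjusted p = 0.015). *Zmat3* rose from 9.24 to 58.7 CPM, a log2 fold change of 2.67 (edgeR adjusted p = 0.0058), and *Ccng1* from 111 to 304 CPM, a log2 fold change of 1.45 (edgeR adjusted p = 0.0070). *Eda2r* had the largest rise of the genes listed in Fig. 6c, from 0.297 to 16.1 CPM (log2 fold change 5.75, edgeR adjusted p = 0.00019). Of the 20 genes in Fig. 6c, 19 were up-regulated at an adjusted p-value under 0.05, 16 of them by more than 2-fold, and in these 19 every hnRNP L deficient library was above every wt library. The exception was *Rnf144b*, with 1.69, 18.4 and 3.73 CPM in wt replicates 1 to 3, 5.3, 4.79 and 5.39 CPM in hnRNP L deficient replicates 1 to 3 and a log2 fold change of -0.62 (edgeR adjusted p = 0.62). Without wt replicate 2 its log2 fold change was 0.92. When each library was left out in turn, between 2 and 19 of the 20 genes passed the threshold, with 2 when wt replicate 3 was left out. In that fit only 5 genes rose and 0 fell past the thresholds of Fig. 6a, and *Hnrnpl* itself did not pass (edgeR adjusted p = 0.052). The drop is therefore not particular to these genes. All but *Rnf144b* kept a positive log2 fold change in every such fit.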

Further functional assessment using GSEA confirmed enrichment of the p53 signaling and intrinsic apoptotic signaling pathways (Fig. 6b). 

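The genes that Figure S7 draws on the KEGG p53 signaling pathway were tested as one set, in place of the gene sets used for GSEA. Of 62 genes, 56 had enough counts to be tested. As a set they ranked higher than the other genes in hnRNP L deficient compared to wt cells by camera, a competitive set test run with an inter-gene correlation of 0.01 (two-sided p = 0.0087). With the inter-gene correlation estimated from the data, the p-value of camera was 0.031. The estimate was -0.000745, below 0.01, so the larger p-value does not reflect a stronger correlation between these genes. Without the genes that Fig. 6c also lists, 49 genes remained and p was 0.48. Fig. 6c lists fold increases of selected genes from the same RNA-seq, so this comparison is not independent of the rise it tests. The median log2 fold change of the 56 genes was 0.083, against 0.021 for the typical random list of as many genes matched on mean expression, and it lay at the 88.3rd percentile of 10000 such lists (two-sided permutation of genes, p = 0.235).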

To confirm that the RNA-Seq results represent actual expression differences in the FL subset, we validated the expression changes of three of these genes (*Cdkn1a, TrailR2* and *Tp53inp1*) by RT-qPCR using RNA from sorted LSK cells from hnRNP L deficient FL (Fig. 6e). Finally, analysis of p53 targets and effectors deregulated in their expression in hnRNP L deficient cells confirmed that several p53 dependent pathways are affected by hnRNP L ablation (Figure S7). 

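Figure S7 colours the genes of the p53 signaling pathway by their change in expression. Of the 56 genes tested, 16 were up-regulated and 8 were down-regulated at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, and 32 did not pass it. Of 24 genes in nodes drawn in red, 22 had a higher mean in hnRNP L deficient cells, and 15 of these passed the threshold. Of 15 genes in nodes drawn in green, 12 had a lower mean and 7 of these passed. Of 17 genes in uncoloured nodes, 0 passed, and 1 had an unadjusted p-value under 0.05. *Mdm2*, whose product degrades p53, and *Bax*, an effector of mitochondrial apoptosis, had log2 fold changes of 0.90 and 0.82, whereas *Casp8* and *Sesn1*, drawn in green, had log2 fold changes of -0.53 and -0.75. *Ccng2*, in a node drawn in red, had a log2 fold change of -2.03 (edgeR adjusted p = 0.030), and *Sesn2*, in a node drawn in green but listed as raised in Fig. 6c, of 0.87 (edgeR adjusted p = 0.016). *Trp53* itself had 314 ± 24.8 CPM (SD, n = 3 embryos) in wt cells and 347 ± 16.8 CPM (SD, n = 3) in hnRNP L deficient cells. Its log2 fold change was 0.14 (standard error 0.086, edgeR adjusted p = 0.26), and the values of the genotypes overlapped. From the p53 targets and effectors with changed expression, the paper concludes that several pathways that depend on p53 are affected by the loss of hnRNP L.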

In agreement with this, we observed higher than control levels of p53 protein in hnRNP L deficient FL cells (Figure S8a), which was not accompanied by increased expression or half-life of p53 mRNA (Figure S8b,c), suggesting that the deletion of hnRNP L does not affect p53 transcription directly.

To test whether the activation of a p53 pathway was responsible for the loss of cell functionality observed in hnRNP L deficient HSCs, we generated Vav-Cre, hnRNP L^fl/fl^, p53^−/−^ deficient mice. Frequencies or numbers of LSK cells in FLs of hnRNP L/p53 deficient animals were not significantly rescued (Figure S9a,b) and their ability to differentiate in an OP9 culture was not restored (Figure S9c), suggesting that other, p53-independent, cell death pathways must be active in hnRNP L deficient cells.

### hnRNP L regulates TrailR2 expression and loss of hnRNP L induces cell death via caspase-dependent pathways

Death receptors CD95/Apo1/Fas and TrailR2 were found to be up-regulated in hnRNP L deficient cells (Fig. 6d–f). 

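*Fas* (ENSMUSG00000024778, chromosome 19 of GRCm38 from 34290666 to 34327772) had 0.054, 0.6 and 0.0963 CPM in wt replicates 1 to 3 and 2.7, 2.07 and 3.26 CPM in hnRNP L deficient replicates 1 to 3. The log2 fold change was 3.42 (standard error 0.81, edgeR adjusted p = 0.032), and it stayed between 2.97 and 5.08 when each library was left out in turn. In wt replicate 1 the value is about that of 3 reads (0.0536 CPM), which limits the precision of the fold change. *Tnfrsf10b*, the gene of TrailR2 (ENSMUSG00000022074, chromosome 14 of GRCm38 from 69767472 to 69784411), had 2.27, 1.73 and 1.18 CPM in wt replicates 1 to 3 and 9.91, 11.7 and 12.3 CPM in hnRNP L deficient replicates 1 to 3. Its log2 fold change was 2.71 (standard error 0.27, edgeR adjusted p = 0.0099), between 2.5 and 2.96 with each library left out in turn. For both genes every hnRNP L deficient library was above every wt library (exact two-sided permutation test on log2 CPM, p = 0.1, the smallest that 3 libraries against 3 allow). Both passed the threshold in 2 of the 6 fits that each left out one library.

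**Figure D2:**
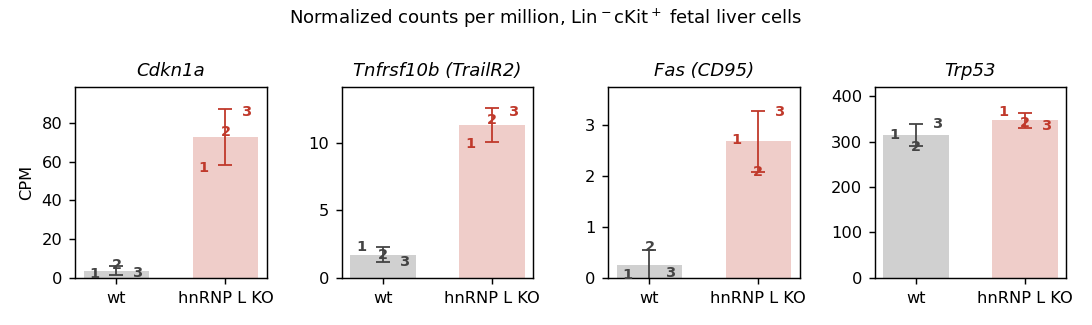
CPM (y axis, from 0) of Cdkn1a, Tnfrsf10b, Fas and Trp53 in wt and hnRNP L KO (deficient) Lin-cKit+ FL cells. Bars are means, error bars are SD over 3 embryos (drawn down to 0 at most), and the digits mark the value of each replicate. The hnRNP L deficient libraries lie between 2.07 and 3.26 CPM for Fas and between 9.91 and 12.3 CPM for Tnfrsf10b, above every wt library, while the values of Trp53 overlap between the genotypes.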

Although HSCs usually do not express CD95^40^, staining of hnRNP L deficient HSCs from FL or BM revealed an abnormally high expression level of this death receptor compared to control cells (Figure S10). Similarly, HSCs from the FL or BM lacking hnRNP L were found to have higher levels of TrailR2 than wt control HSCs (Fig. 7a). To explore the possibility that hnRNP L could function as a transcriptional regulator of the *TrailR2 gene*, we tested for hnRNP L binding by ChIP-qPCR over the *TrailR2* locus. Data obtained with primers that cover the promoter region of *TrailR2* indicate a direct or indirect occupation by hnRNP L principally at the transcription start site and within the first exon (Fig. 7b), suggesting that hnRNP L participates in the control of TrailR2 expression. To directly assess hnRNP L action on *TrailR2* expression, a luciferase reporter construct carrying the *TrailR2* promoter was transfected into HEK293 cells either expressing normal or reduced protein levels of hnRNPL upon transfection of a specific siRNA against hnRNP L (Fig. 7c, upper panel). Lower levels of hnRNP L significantly increased *TrailR2* promoter activity (Fig. 7c, lower panel), suggesting that hnRNP L restricts *TrailR2* transcription by binding to its promoter region.

Signaling through cell death receptors such as TrailR2 and Fas is known to induce cleavage of Caspase-8 protein and further downstream effectors. Lin^−^cKit^+^ FL cells from hnRNP L deficient mice showed such cleaved forms of PARP1, Caspases-3 and -8 (Fig. 7d), suggesting that active signaling through cell death receptors takes place in hnRNP L deficient cells. Treatment of E14.5 hnRNP L deficient FL Lin^−^ cells for 24 hours with Caspase-8 specific inhibitor (Z-IETD-fmk), however, did not significantly reduce the number of Annexin V and PI positive cells (Fig. 7e). However, treatment with a Pan-Caspase inhibitor (Z-VAD-fmk) for 24 hours significantly reduced cell death from approximately 60% to 25% (Fig. 7e,f). This indicates that hematopoietic cell death due to an absence of hnRNP L is primarily mediated through Caspase-dependent pathways.

## Discussion

Both the regulation of gene transcription and RNA metabolism play important roles in controlling the maintenance of HSC self-renewal, survival and differentiation^16^,^17^,^18^,^20^. In this study, we set out to explore the role of the RNA binding protein and splicing factor hnRNP L and we present evidence that this factor is indeed critical for the functional integrity of HSCs and thus for normal hematopoiesis. The deletion of hnRNP L leads to the disruption of fetal and adult hematopoiesis and causes hematopoietic failure characterized by neutropenia, thrombocytopenia, anemia and premature death in adult mice. In addition, hnRNP L deficient, phenotypically defined HSCs were unable to elicit hematopoietic differentiation in transplanted hosts. These findings clearly establish hnRNP L as a novel regulator of hematopoiesis and an essential factor for hematopoietic stem cells. Unexpectedly, the data from our experiments suggest that hnRNP L exerts this function in hematopoietic stem- and progenitors, at least in part, as a regulator of transcription rather than acting as a splicing factor, a well described function of this protein in many other cell types and cell lines.

### hnRNP L regulates cellularity of HSCs and is essential for their functional integrity

When phenotypically defined by staining for surface markers, HSCs seem to have differential requirements for hnRNP L depending on their developmental stage, since their numbers are clearly reduced in adult BM of hnRNP L deficient mice, but are found at rather normal levels in hnRNP L deficient FLs. One possible explanation for this may be the fact that FL HSCs have a higher proliferative capacity than adult HSCs, which are almost all quiescent^14^,^15^. We cannot rule out that this is due to the use of different Cre alleles. However, both fetal and adult hnRNP L deficient HSCs have lost all critical stem cell functions and, most importantly, their capacity to induce multi-lineage differentiation, shown by experiments such as differentiation on OP9 feeder layers and transplantation assays, very likely due to their high propensity to undergo cell death. In particular, our findings that hnRNP L deficient adult mice have less HSCs than wt mice can be explained by a higher rate of cell death, which was indeed confirmed by Annexin V and PI staining of progenitor cells suggesting that hnRNP L is required for their survival. Our RNA-Seq data confirm this notion since they show up-regulation of many cell death associated genes in hnRNP L deficient cells among them p53 effectors and genes for the death receptors and TNF family members CD95 and TrailR2.

### Mitochondrial stress is activated in hnRNP L deficient cells

Our finding that loss of hnRNP L is associated with mitochondrial dysfunction is in agreement with previous reports that hnRNP proteins are involved both in nuclear RNA transcription and processing and also play important roles in mitochondria. High-throughput sequencing (CLIP-seq) in T cells to find RNA binding sites of hnRNP L revealed a significant number of transcripts aligned to mitochondrial DNA^41^. Additionally, hnRNP K, another member of the family of RNA-binding proteins, has been shown to localize to the mitochondria and been co-purified with mitochondrial RNA^42^,^43^. It is thus conceivable that hnRNP L is essential for transcription and/or RNA processing in the ‘powerhouse of the cell’ and its loss leads to mitochondrial dysfunction. Compromised mitochondrial gene expression has previously been shown to elevate ROS production and reduce life span^44^. This is similar to the increased ROS levels we detected in hnRNP L null HSCs, which is a known activator of the DNA damage and p53-dependent pathways. However, mitochondrial stress is likely not the sole cause of cell death upon hnRNP L loss since over-expression of the anti-apoptotic protein Bcl-2, which can counteract apoptosis due to mitochondrial dysfunction, did not restore cell survival in hnRNP L deficient cells.

### DNA damage response pathways are activated in hnRNP L deficient cells

Both fetal and adult hnRNP L deficient HSCs showed increased levels of phosphorylated H2AX, which is one of the very first events subsequent to DNA damage^45^. It is possible that the increased levels of ROS are causing DNA damage and subsequently also the increase in H2AX phosphorylation, but it cannot be excluded that loss of hnRNP L also leads to genomic instability, replication stress and DNA damage as was reported for the hnRNP Npl3^46^. Our RNA-Seq data are also in agreement with an ongoing DNA damage response in hnRNP L deficient cells since the up-regulation of p53 effectors and other genes that partake in a DNA damage response pathway is detected when hnRNP L is absent. However, the inability of ATM/ATR inhibitors to restore survival of hnRNP L null cells indicates that single and double stranded DNA breaks are not the only driver of cell death in the absence of hnRNP L.

Several data indicate that p53 plays a central role in the accelerated cell death of hnRNP L deficient HSCs. Most strikingly, the expression of p53 protein was drastically enhanced in hnRNP L deficient fetal liver cells. These high levels of p53 protein were not caused by a transcriptional up-regulation of the p53 gene as shown by RT-qPCR analysis nor by an altered half-life of the p53 mRNA. It is possible that hnRNP L regulates the translation efficiency of p53 possibly through direct binding to its mRNA as has been reported previously^41^,^47^. Alternatively, this activation of p53 may simply be the consequence of the ongoing DNA damage response in hnRNP L deficient cells. Both possibilities, however, would offer an explanation for the up-regulation of many DNA response genes and p53 target genes in hnRNP L deficient cells seen in the RNA-Seq analysis. Importantly though, p53 knockout was unable to rescue hnRNP L deficiency-induced cell death. This suggests that the activation of p53 is not the main cause of cell death in hnRNP L deficient cells but likely rather a consequence of DNA damage caused by elevated ROS levels or other yet unidentified stress signals in hnRNP L deficient cells.

### hnRNP L controls the expression of death receptors and caspase-dependent cell death

Our RNA-Seq data indicate that both CD95 and TrailR2 (also called DR5) mRNAs are up-regulated in hnRNP L deficient cells, suggesting that hnRNP L affects the transcriptional regulation of these genes. Indeed, our findings that hnRNP L is localized at the *Trailr2* promoter region and that a *TrailR2* promoter driven reporter gene is activated upon hnRNP L knockdown in cell lines clearly support this notion. It is therefore likely that hnRNP L controls death receptor signaling which is known to initiate several forms of cell death including apoptosis and necroptosis. Our observation that the effectors of CD95/Fas/Apo1 and TrailR2, Caspases-3 and -8, as well as PARP1 are cleaved in hnRNP L deficient hematopoietic progenitor cells clearly indicates active death receptor signaling in hnRNP L deficient cells. Our findings that hnRNP L deficient cells show mitochondrial dysfunction, increased levels of ROS and activated p53 pathways would be in agreement with this, since death receptor signaling has previously been shown to cause loss of mitochondrial polarity^48^,^49^,^50^. Finally, our finding that Bcl-2 overexpression does not restore cell survival in hnRNP L deficient HSCs supports this notion, because death receptor/caspase-8 cell death pathways can be initiated independently of Bcl-2^51^.

The most unequivocal evidence that increased Caspase-dependent death receptor signaling is responsible for the cell death seen when hnRNP L is deleted comes from our experiment with pan-Caspase inhibitors. This treatment significantly restores the viability of hnRNP L deficient cells in culture, strongly suggesting that hnRNP L controls Caspase-dependent death pathways in hematopoietic stem and progenitors cells. This experiment also indicated that the form of cell death that is controlled by hnRNP L may be necroptosis rather than apoptosis, since almost all dying or dead cells from hnRNP L deficient mice have incorporated PI. Although this has to be confirmed by additional experiment, these data are in accordance with previous reports describing Caspase-dependent Trail- and FasL-induced necroptosis^52^,^53^ and other Caspase-dependent necrosis-like cell death pathways^54^,^55^.

### Transcription, but not alternative splicing, is deregulated in hnRNP L null HSCs

It was surprising that our RNA-Seq analysis of hnRNP L deficient FL cells revealed altered regulation of mRNA expression levels, but no differences in alternative splicing, since hnRNP L is a splicing factor and clear evidence support its role in the alternative splicing of many genes, most notably CD45^24^. In addition, we have previously reported that conditional deletion of hnRNP L using the same animals as in this study affects alternative splicing in T-cells notably the CD45 pre-mRNA^26^ confirming this well-established function of hnRNP L. However, the biological functions of hnRNP L and their cell type specificity have not been fully clarified yet and it is possible that hnRNP L is also involved in transcriptional regulation. 

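*Ptprc* (ENSMUSG00000026395, chromosome 1 of GRCm38 from 138062861 to 138175708), the gene of CD45, has 33 exon bins in the deposited counts, of which 32 were tested in the 3 wt and 2 hnRNP L deficient libraries with exon bin counts. The tested bins held a median of 153 reads. Their log2 changes in usage lay between -0.47 and 1.22, with a smallest unadjusted p-value of 0.354 from edgeR's diffSpliceDGE. An adjusted p-value under 0.05 was reached by 0 bins, and an unadjusted one by 0 bins. With DEXSeq's model fitted with DESeq2, 3 bins had an unadjusted p-value under 0.05 and the smallest was 0.0311. Bins 28 and 33, which had the largest changes (1.22 and 1.11), were among these. They held means of 24.7 and 38 reads in the wt libraries and 16.5 and 24 in the hnRNP L deficient libraries. Such few reads limit the precision, so the lack of a call does not show that their usage was unchanged. Expression of *Ptprc* fell, from 65.4 ± 42.1 CPM (SD, n = 3 embryos) in wt cells to 15.3 ± 3.66 CPM (SD, n = 3) in hnRNP L deficient cells (log2 fold change -2.10, edgeR adjusted p = 0.038).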

A few reports have already provided evidence for such a role; for instance, hnRNP L was found to be required for transcription of the TNFalpha gene^46^ and has also been associated with the mediator complex associated with transcription initiation and elongation^56^,^57^. Our data with the TrailR2 gene lend further support to the idea that hnRNP L also regulates transcription and not only alternative splicing. The published reports, along with our results, suggest that hnRNP L may be involved in several different aspects of regulating mRNA transcription and splicing, which may be highly context dependent or restricted to specific cell types. It is however also possible that fully deleted HSCs are rapidly lost and that cells with incomplete deletions of hnRNP L containing residual hnRNP L protein remain in the analysis and obscure the RNA-Seq analysis making a detection of alternative splicing events difficult. This would not be surprising given that several cell death pathways are activated and numbers of functional HSCs are strongly decreased in hnRNP L deficient animals. 

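The reads left on *Hnrnpl* in the hnRNP L deficient libraries can be followed along the gene. Of its 40 exon bins, 29 had a mean of at least 100 reads in the wt libraries, and the hnRNP L deficient libraries kept between 38.1% and 136% of the wt CPM on them, with a median of 49.5%. The bins are numbered as in the deposited counts, which give no coordinates for them. Among bins with at least 1000 reads, the 10 from bin 8 to bin 19 kept between 38.1% and 51.5% (median 39.7%), and the 10 from bin 24 to bin 37 kept between 42.3% and 54.2%. Between these stretches, bin 20 kept 74.9%, bin 21 kept 136%, bin 22 kept 81.3% and bin 23 kept 109%. Of the other bins, bin 25 (67.9%) and bin 30 (92.1%), which held fewer than 1000 reads, also kept more than the bins around them. Bins 38, 39 and 40, with means of 122, 116 and 104 wt reads, kept 61.2%, 58.4% and 60.5%, more than either stretch. Relative to the rest of the gene, the usage of bin 23 rose by 1.18 on the log2 scale (edgeR adjusted p = 0.0057), and that of bin 21 by 1.50 (edgeR adjusted p = 0.098). The stretches were set apart after the values had been seen.

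**Figure D3:**
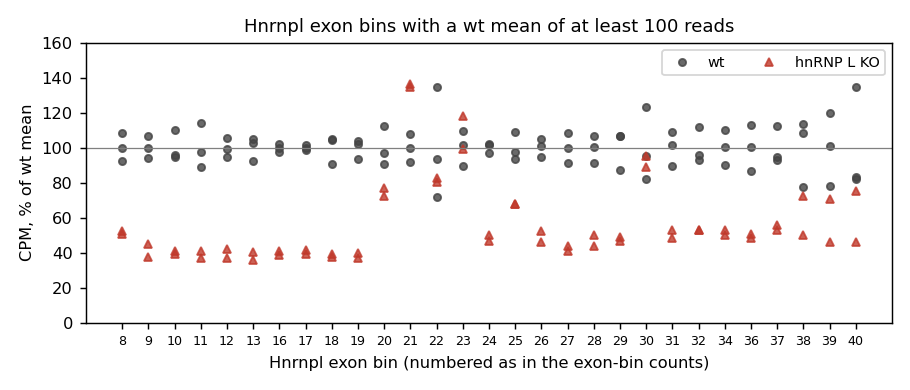
CPM of each Hnrnpl exon bin as a percent of the mean of the 3 wt libraries (y axis), for the 29 bins with a wt mean of at least 100 reads (x axis, numbered as in the exon bin counts). Circles are the 3 wt libraries and triangles are hnRNP L deficient (KO) replicates 2 and 3. The triangles lie near 39.7% at bins 9 to 19 and rise to 136%, as the mean of both, at bin 21.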

Overall, our findings provide compelling evidence that hnRNP L is a novel regulator essential for survival and functional integrity of HSCs and thereby for hematopoietic differentiation, acting by controlling Caspase-dependent cell death pathways.

## Additional Information

**How to cite this article**: Gaudreau, M.-C. *et al. Heterogeneous Nuclear Ribonucleoprotein L* is required for the survival and functional integrity of murine hematopoietic stem cells. *Sci. Rep.* **6**, 27379; doi: 10.1038/srep27379 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
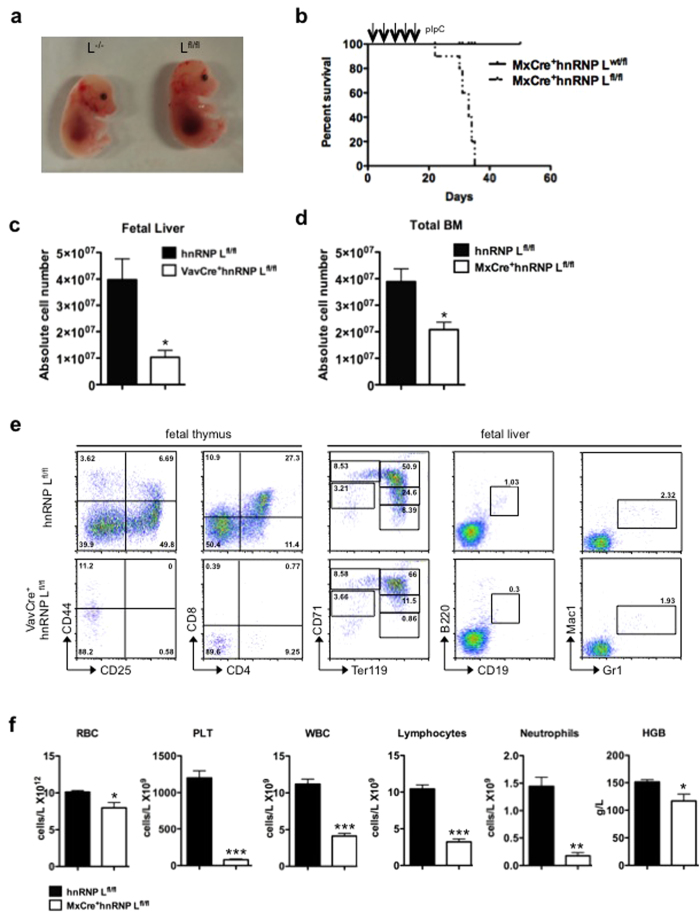
Impaired hematopoiesis in the absence of hnRNP L. (**a)** Representative image of control (L^fl/fl^) and VavCre^+^hnRNP L^fl/fl^ (L^−/−^) embryos at 14.5 days of embryonic development. (**b)** Survival curve of control and MxCre^+^hnRNP L^fl/fl^ mice injected five times with 500 μg of pIpC. (**c)** Histogram showing absolute cell numbers of control and VavCre^+^hnRNP L^fl/fl^ embryos at E14.5 in whole FL or (**d)** MxCre^+^hnRNP L^fl/fl^ in total BM from two tibia and two femur bones. (n = 6 or more). (**e)** Flow cytometric analysis of lymphoid, erythroid and myeloid subsets in fetal thymus or FL from hnRNP L^fl/fl^ or VavCre^+^hnRNP L^fl/fl^ deleted embryos at E14.5. FACS plots are representative of three independent experiments. (**f)** Analysis of blood parameters from adult control or MxCre^+^hnRNP L^fl/fl^ mice performed using an Advia system (RBC: red blood cell, PLT: platelets, HGB: hemoglobin, WBC: white blood cells). (n = 6 or more). All error bars are means ± SEM (*p < 0.01, **p < 0.001, ***p < 0.0001).

**Figure 2:**
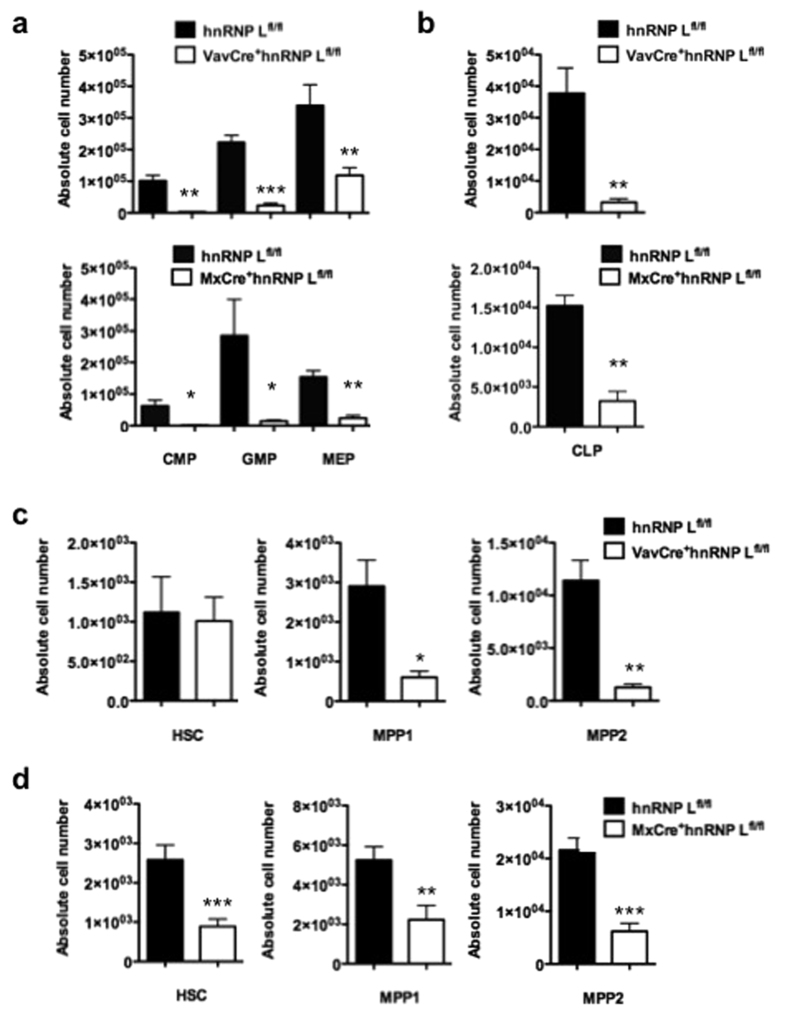
Impaired hematopoiesis and loss of progenitors and HSCs in FL and BM of hnRNP L deleted mice. (**a)** Absolute cell numbers of granulo-myeloid-erythroid progenitors GMP (defined as Lin^−^c-Kit^+^Sca-1^−^CD34^+^CD16/32^+^), CMP (defined as Lin^−^c-Kit^+^Sca-1^−^CD34^+^CD16/32^−^) and MEP (defined as Lin^−^c-Kit^+^Sca-1^−^CD34^−^CD16/32^−^). Shown are data from control mice (hnRNP L^fl/fl^) or animals where hnRNP L was deleted in FL (VavCre^+^hnRNP L^fl/fl^) or in adult BM (MxCre^+^hnRNP L^fl/fl^) (n = 3 or more). (**b)** Absolute cell numbers of common lymphoid progenitor (CLP) in both FL (n = 5) and BM (n = 6) of control or hnRNP L deficient mice. (**c)** Absolute cell numbers of HSCs (defined as Lin^−^Sca1^+^c-Kit^+^ (LSK) Flt3^−^CD150^+^CD48^−^), MPP1 (defined as LSK Flt3^−^CD150^+^CD48^+^) and MPP2 (defined as LSK Flt3^−^CD150^−^CD48^−^) from FL control mice (hnRNP L^fl/fl^) and VavCre^+^hnRNP L^fl/fl^. (**d)** Absolute cell numbers of HSCs, MPP1 and MPP2 from BM of control mice (hnRNP L^fl/fl^) and MxCre^+^hnRNP L^fl/fl^ (n = 3 or more). All error bars are means ± SEM (*p < 0.01, **p < 0.001, ***p < 0.0001).

**Figure 3:**
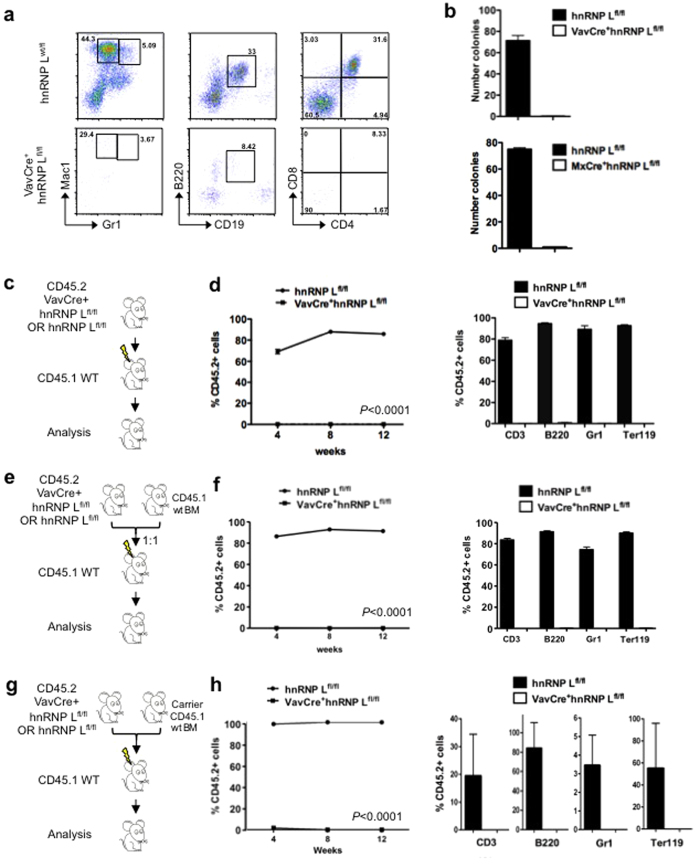
HSCs require hnRNP L to be functional. (**a)** Differentiation assays on OP9 and OP9-DL1 stromal cells; representative dot plots of myeloid cells (Gr1^+^Mac1^+^), B-cells (B220^+^CD19^+^) and T-cells (CD4^+^CD8^+^) differentiation of FL LSK cells from control (upper panel) and VavCre^+^hnRNP L^fl/fl^ mice (lower panel) (n = 3) (**b)** Colony assay on methylcellulose; 500 LSK cells from FL or BM from the indicated mice were seeded on methylcellulose and colonies were counted after 10 days of culture (n = 3). (**c)** Non-competitive transplantation assay: 2 × 10^5^ FL cells of either VavCre^+^hnRNP L^fl/fl^ or control (hnRNP L^fl/fl^) stage E14.5 embryos (both CD45.2^+^) were transplanted into irradiated syngenic CD45.1^+^ mice and the percentage of total CD45.2^+^ cells in the blood were measured at 4, 8 and 12 weeks post-transplantation. (**d)** The frequency of CD45.2^+^ cells within the T-, B-, myeloid or erythroid subpopulations (i.e. within CD3, B220, Gr1, Ter119 positive cells) in the blood of the recipient mice 12 weeks post-transplantation was assessed (n = 6). (**e)** Competitive transplantation assay: 2 × 10^5^ FL cells from VavCre^+^hnRNP L^fl/fl^ or VavCre^+^hnRNP L^wt/fl^ were mixed with 2 × 10^5^ normal CD45.1^+^ BM cells at a ratio of 1:1 for a total of 4 × 10^5^ cells. The mixtures were transplanted into irradiated CD45.1^+^ recipient mice and the percentages of CD45.2^+^ cells in the blood were measured at 4, 8 and 12 weeks post-transplantation. (**f)** The frequency of CD45.2^+^ cells within the T-, B-, myeloid or erythroid subpopulations (i.e. within CD3, B220, Gr1, Ter119 positive cells) in the blood of the recipient mice 12 weeks post-transplantation was assessed (n = 3). (**g)** 7.5 × 10^4^ Lin^−^cKit^+^ progenitor cells from VavCre^+^hnRNP L^fl/fl^ or VavCre^+^hnRNP L^wt/fl^ were mixed with 2 × 10^5^ normal carrier CD45.1^+^ BM cells. The mixtures were transplanted into irradiated CD45.1^+^ recipient mice and the percentages of CD45.2^+^ cells in the blood were measured at 4, 8 and 12 weeks post-transplantation. (**h)** The frequency of CD45.2^+^ cells within the T-, B-, myeloid or erythroid subpopulations (i.e. within CD3, B220, Gr1, Ter119 positive cells) in the blood of the recipient mice 12 weeks post-transplantation was assessed (n = 3). All error bars are means ± SEM.

**Figure 4:**
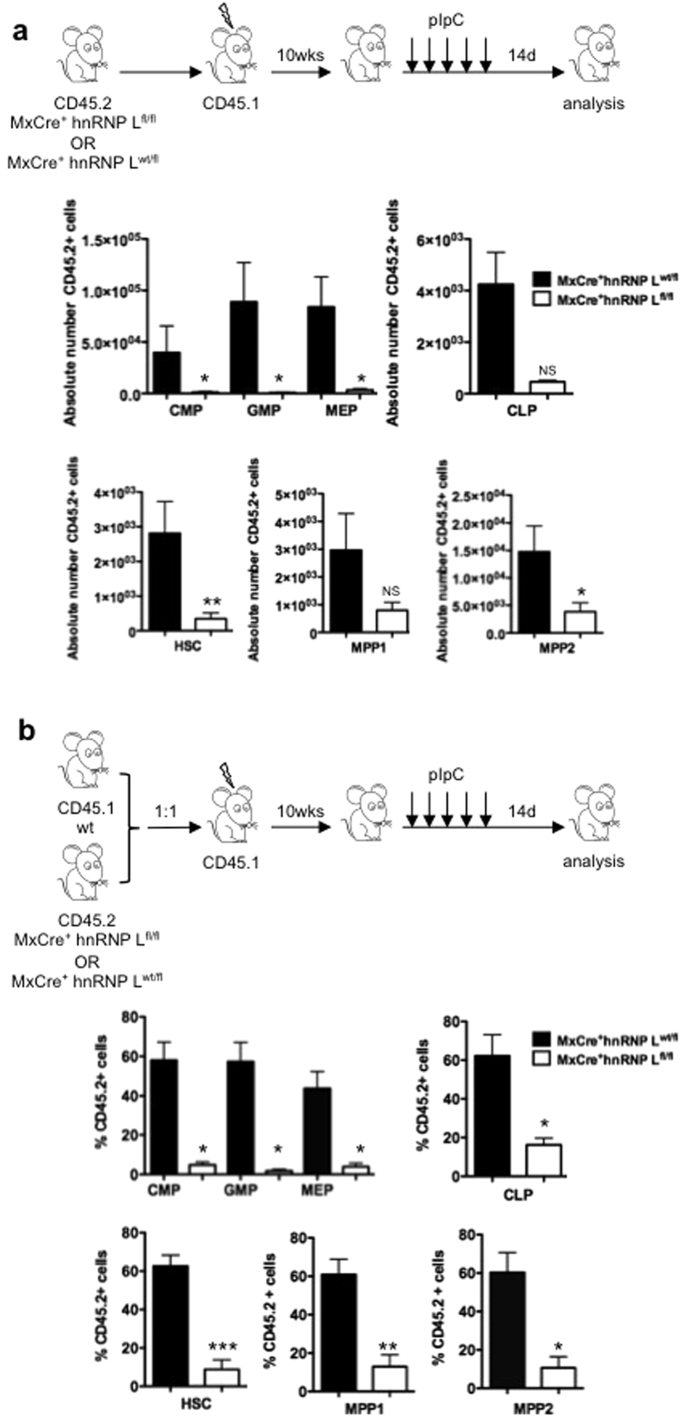
hnRNP L is required for HSCs and progenitor cells repopulation capacity. (**a)** Transplantation of total BM cells from MxCre^+^hnRNPL^wt/fl^ or MxCre^+^hnRNPL^fl/fl^ mice into irradiated syngenic CD45.1^+^ recipient mice. Ten weeks post-transplantation reconstitution was tested and mice were injected five times every other day with 500μg of pIpC and analyzed 14 days later. The frequency of CD45.2^+^ cells and absolute cells numbers were quantified for progenitors and HSCs in the BM (n = 4). (**b)** Competitive transplantation of total BM cells from MxCre^+^hnRNPL^wt/fl^ or MxCre^+^hnRNPL^fl/fl^ mice mixed with wt CD45.1^+^ BM cells at a ratio of 1:1 for a total of 2 × 10^6^ cells into irradiated syngenic CD45.1^+^ recipient mice and treated the same as the mice in A. (n = 4). All error bars are means ± SEM (*p < 0.01, **p < 0.001, ***p < 0.0001).

**Figure 5:**
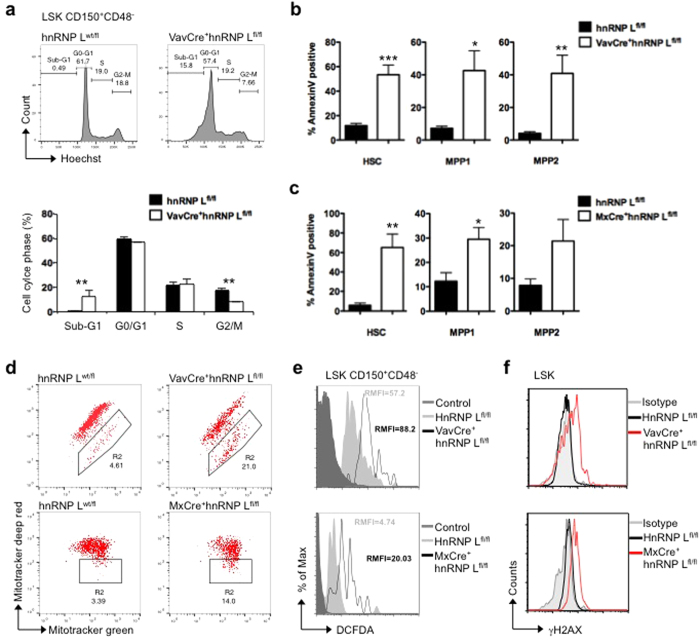
Apoptosis induced by hnRNP L deletion in HSCs and progenitor cells. (**a)** HSCs (defined as LSK Flt3^−^, CD150^+^CD48^−^) from FL of animals with the indicated genotype were analyzed by Hoechst staining (upper panel). The percentages of cells in the different cell cycle phases are indicated by the gates in the histograms and the bar graph (lower panel). (n = 3). (**b,c)** Cell death was assessed by Annexin V staining in HSCs (defined as LSK Flt3^−^, CD150^+^CD48^−^), MPP1 (defined as LSK Flt3^−^, CD150^+^CD48^+^) and MPP2 (defined as LSK Flt3^−^, CD150^−^CD48^−^) from FL **(b)** or BM **(c)**, (n = 6) All error bars are means ± SEM (*p < 0.01, **p < 0.001, ***p < 0.0001). (**d)** FL or BM cells with the indicated genotype stained with Mitotracker green (total mitochondria) and Mitotracker deep red (respiring mitochondria) for 30 min and analysed by flow cytometry. (**e)** Level of reactive oxygen species (ROS) was assessed by flow cytometry using DHFCA staining on gated HSCs after incubation for 30 min at 37 °C. (n = 3) (**f)** Level of double strand breaks was assessed by flow cytometry using antibody against γ-H2AX on gated LSK (Lin^−^Sca-1^+^cKit^+^) population from FL or BM. Gray filled, isotype control; black line, control and red line, hnRNP L deleted cells (n = 3).

**Figure 6:**
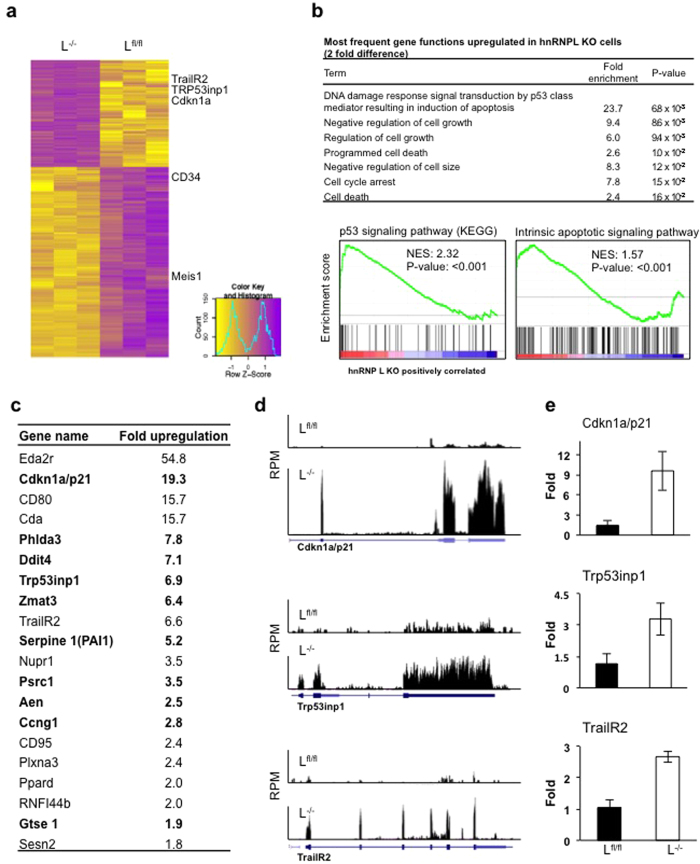
Up-regulation of p53 protein and of genes associated with p53-dependent response in hnRNP L deficient cells. (**a)** Heatmap representation of genes significantly differentially expressed (>2 fold change in expression, FDR < 0.05) between hnRNPL KO versus hnRNPL wt Lin^−^cKit^+^ samples. Genes of interest are highlighted. (**b)** Top: GO Biological processes identified as being over-represented among genes up-regulated in hnRNPL KO cells according to the DAVID software. Bottom: GSEA analysis confirming the enrichment of selected functions in the hnRNPL KO samples. Normalized Enrichment Score (NES) and nominal P-values are shown. **(c)** Fold increase in hnRNPL KO cells of selected genes of interest, as determined by RNA-Seq. Highlighted in bold are p53 target or effector genes. (**d)** Representation of RNA-Seq reads from hnRNPL WT (L ^fl/fl^) and KO (L^−/−^) Lin^−^cKit^+^ samples on the *p21* (CDKN1a), *Trp53inp1* and *TrailR2* loci. The y-axis shows reads per million aligned reads (RPM). (**e**) Validation of overexpression of selected genes from b) using RT-qPCR on flow sorted Lin^−^cKit^+^ cells from wt or hnRNP L deficient mice normalized relative to expression of Gapdh.

**Figure 7:**
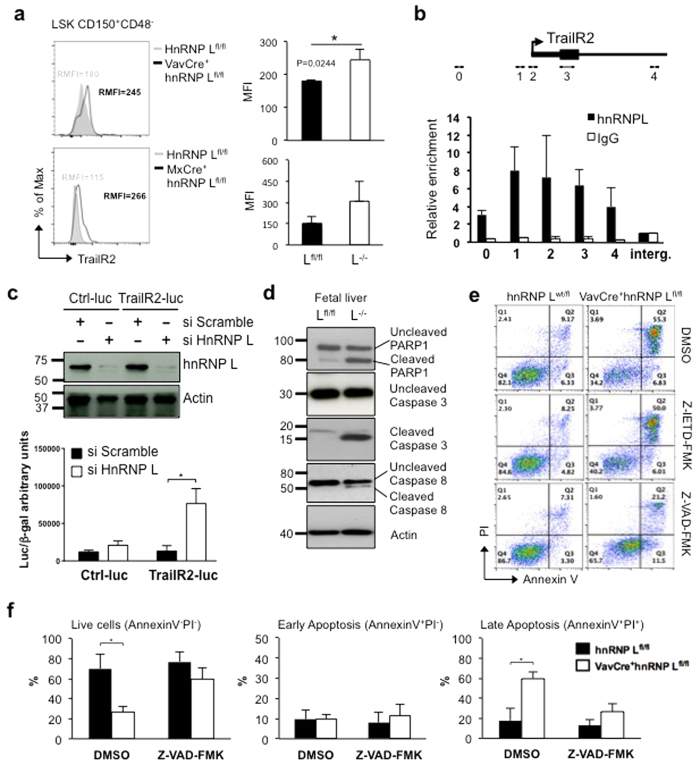
Absence of hnRNP L results in activation of cell death pathways and eventually caspase-dependent cell death. (**a)** TrailR2 expression was tested by flow cytometry on HSCs from FL of hnRNP L^fl/fl^ or VavCre^+^hnRNP L^fl/fl^ embryos and BM of hnRNP L^fl/fl^ or MxCre^+^hnRNP L^fl/fl^ mice. (**b)** Relative enrichment of hnRNP L over the *TrailR2* promoter and intergenic control (Interg.) in 3T3 cells by ChIP-qPCR. Error bars represent standard deviation (n = 3). Schematic representation of primer locations over the *TrailR2* gene locus. Arrow indicates the transcription start site (TSS) of *TrailR2*, medium thick line is the 5′ UTR, thickest line is exon 1 and the thinnest line is intron 1. (**c)** Luciferase assay for TrailR2 promoter region. HEK293T cells were transfected initially with scrambled or hnRNP L specific siRNA before transfection with the TrailR2 promoter reporter region or a control reporter construct. Luciferase activity was normalized to beta-galactosidase. Error bars represent the standard deviation (n = 3). P-values were calculated using the Student’s t-test. **(d)** Western blot analysis of PARP1 cleavage, Caspase-3 cleavage and Caspase-8 cleavage in total FL cells from hnRNP L wt embryos (L^fl/fl^) and hnRNP L deleted embryos (L^−/−^). (**e)** Flow cytometry analysis of E14.5 FL lineage negative cells from indicated genotypes treated with Caspase-8 inhibitor (Z-IETD-FMK; 100 μM), Pan-Caspase inhibitor (Z-VAD-FMK; 100 μM) or DMSO as a negative control for 24 hours in culture before Annexin V and PI levels were measured. (n = 6) (**f)** Bar graph showing the significant quantification of the treated cells in e). All error bars are means ± SEM (*p < 0.01).

# Supplementary material for: Heterogeneous Nuclear Ribonucleoprotein L is required for the survival and functional integrity of murine hematopoietic stem cells
**Source:** Sci Rep. 2016 Jun 7;6:27379. doi: 10.1038/srep27379
**Supplement:** Supplementary Information

# Supplementary information

## ***Heterogeneous Nuclear Ribonucleoprotein L is required for the survival and functional integrity of murine hematopoietic stem cells***

Marie-Claude Gaudreau<sup>1,2,+</sup>, Damien Grapton<sup>1,2,+</sup>, Anne Helness<sup>1,3,+</sup>, Charles Vadnais<sup>1,2</sup>,  
Jennifer Fraszczak<sup>1,2</sup>, Peiman Shooshtarizadeh<sup>1</sup>, Brian Wilhelm<sup>4</sup>, François Robert<sup>1,5</sup>,  
Florian Heyd<sup>6</sup>, Tarik Möröy<sup>1,2,\*</sup>

<sup>+</sup> these authors contributed equally

<sup>1</sup>Institut de recherches cliniques de Montréal (IRCM)

<sup>2</sup>Département de microbiologie, infectiologie et immunologie, Université de Montréal, Montréal, Canada,

<sup>4</sup>Institut de recherche en immunologie et cancerologie, Université de Montréal,

**a**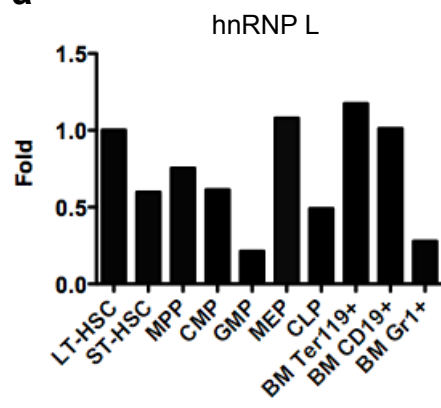**b**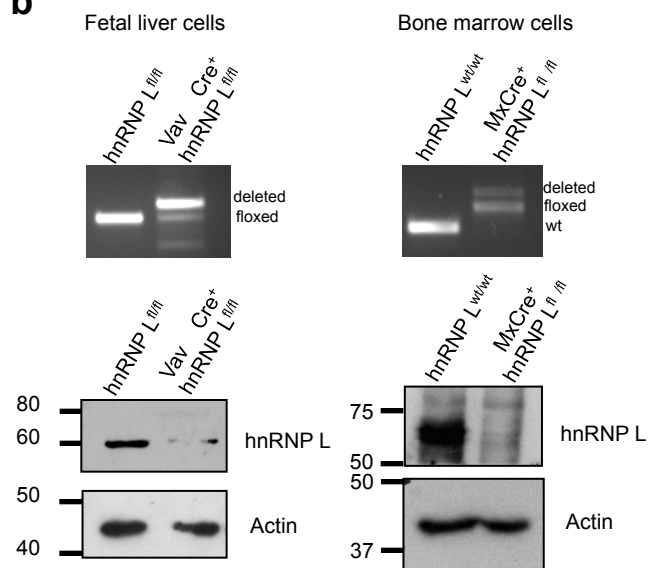**c**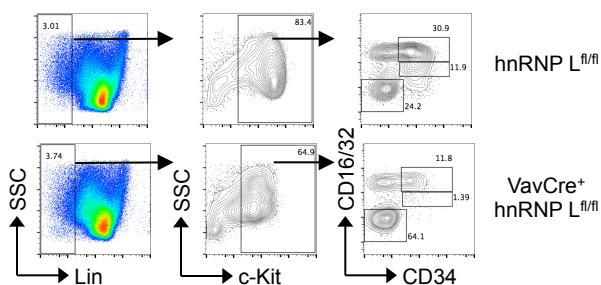**e**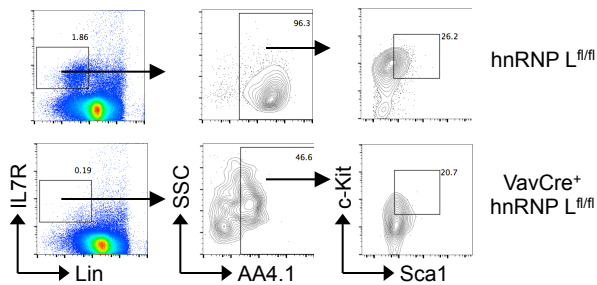**d**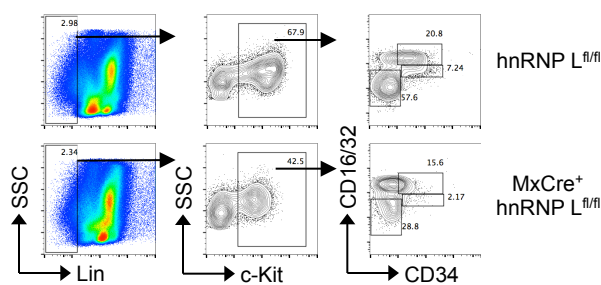**f**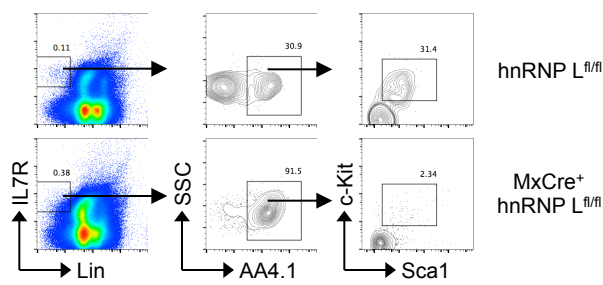**g**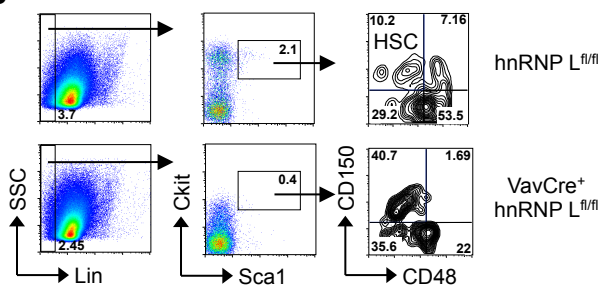**h**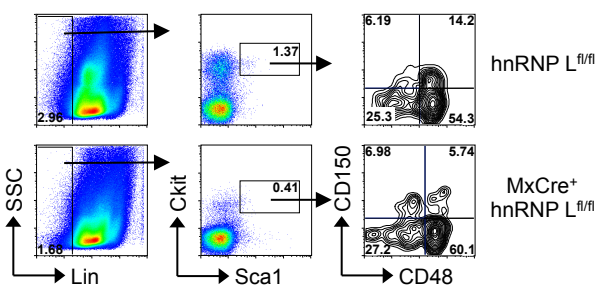

**Supplemental Figure S1:**

**a)** RT-qPCR analysis with RNA isolated from the indicated bone marrow fractions show relative levels of hnRNP L expression. **b)** PCR on genomic DNA from FL (upper left panel) or BM (upper right panel) of the indicated mice shows the deletion of floxed parts of the hnRNP L gene in the presence of a VavCre transgene (upper left panel) or an MxCre transgene (upper right panel). Western blot analysis of hnRNP L protein levels in FL (lower left panel) or BM (lower right panel) of the indicated mice. **c) & d)** Examples for the gating strategy used to detect myeloid and erythroid progenitors (MEP, CMP and GMP) in the FL (c) and in the BM (d). The lineage cocktail for these experiments contained antibodies against B220, Ter119, CD3, CD11b, Gr1, NK1.1, CD49b, CD8 and Sca1. **e) & f)** Examples for the gating strategy used to detect lymphoid progenitors (CLP) in the FL (e) and in the BM (f). **g) & h)** Representative plots showing the gating strategy used to detect HSCs and progenitors (MPP1 and MPP2) in FL (e) and BM (f).

**a**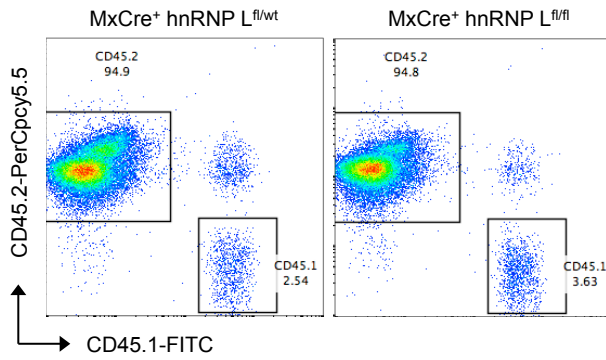**b**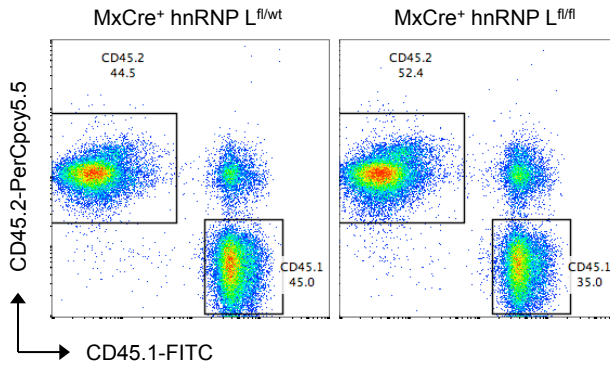**Supplemental Figure S2:**

Flow cytometry analysis for donor chimerism of lymphocytes in the blood of irradiated wt CD45.1+ mice intravenously inoculated **a)** non-competitively or **b)** competitively (with total BM cells from wt CD45.1+ mice at a 1:1 ratio) with either total BM cells from MxCre<sup>+</sup>hnRNP L<sup>fl/fl</sup> or MxCre<sup>+</sup>hnRNP L<sup>wt/fl</sup> (CD45.2<sup>+</sup>) and analyzed 10 weeks after transplantation.

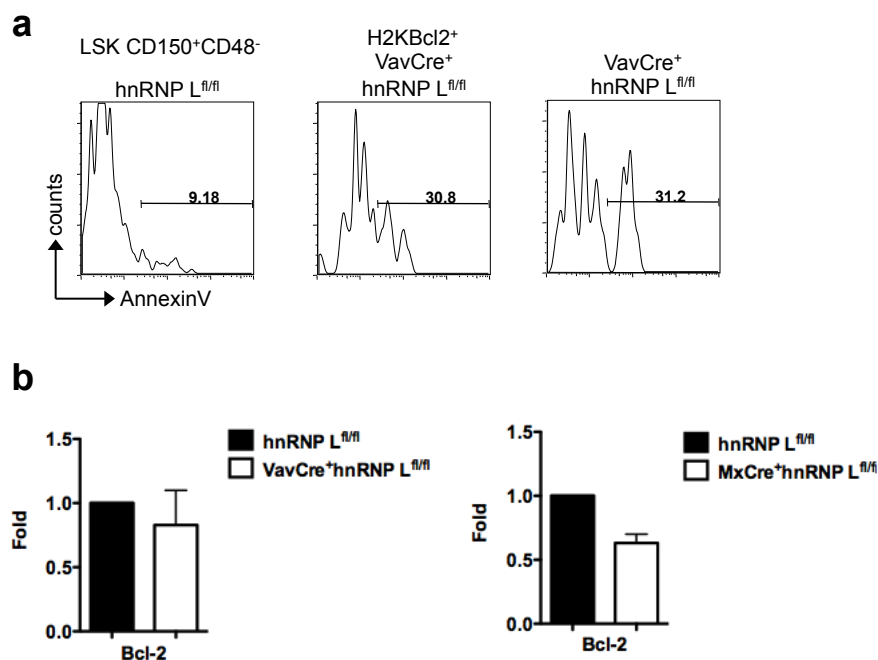

### Supplemental Figure S3:

**a)** Flow cytometric analysis of AnnexinV positive HSCs fetal livers from embryos with indicated genotype. **b)** Quantification of Bcl-2 mRNA expression by real-time PCR on lineage depleted FL or BM cells from embryos or adult mice, respectively, with the indicated genotype. Data are shown as fold induction relative to values obtained for wt control. Average of triplicate values  $\pm$  SEM are shown.

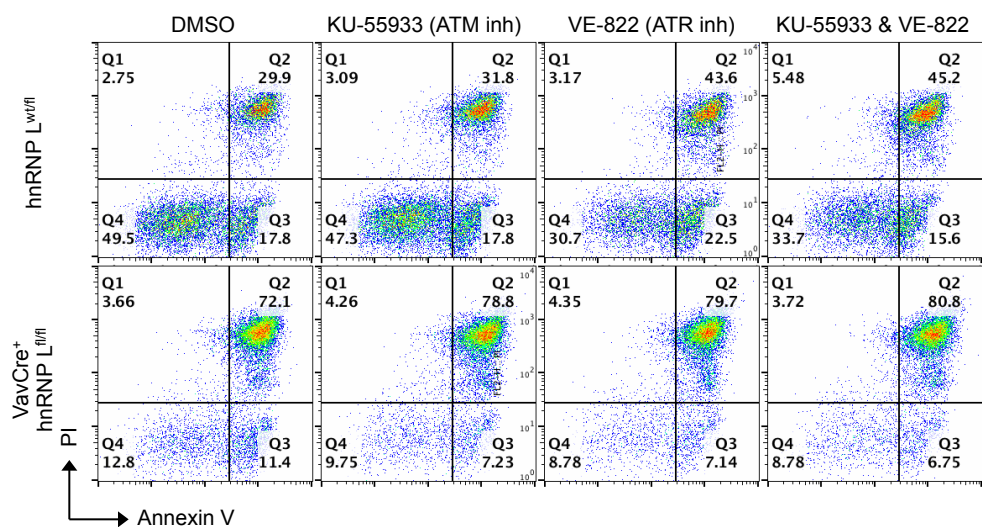

### Supplemental Figure S4:

Flow cytometry analysis of E14.5 FL lineage negative cells from indicated genotypes treated with ATMi (KU-55933; 1nM), ATRi (VE-822; 1nM) or both inhibitors or DMSO as a negative control for 24 hours in culture before AnnexinV and PI levels were measured.

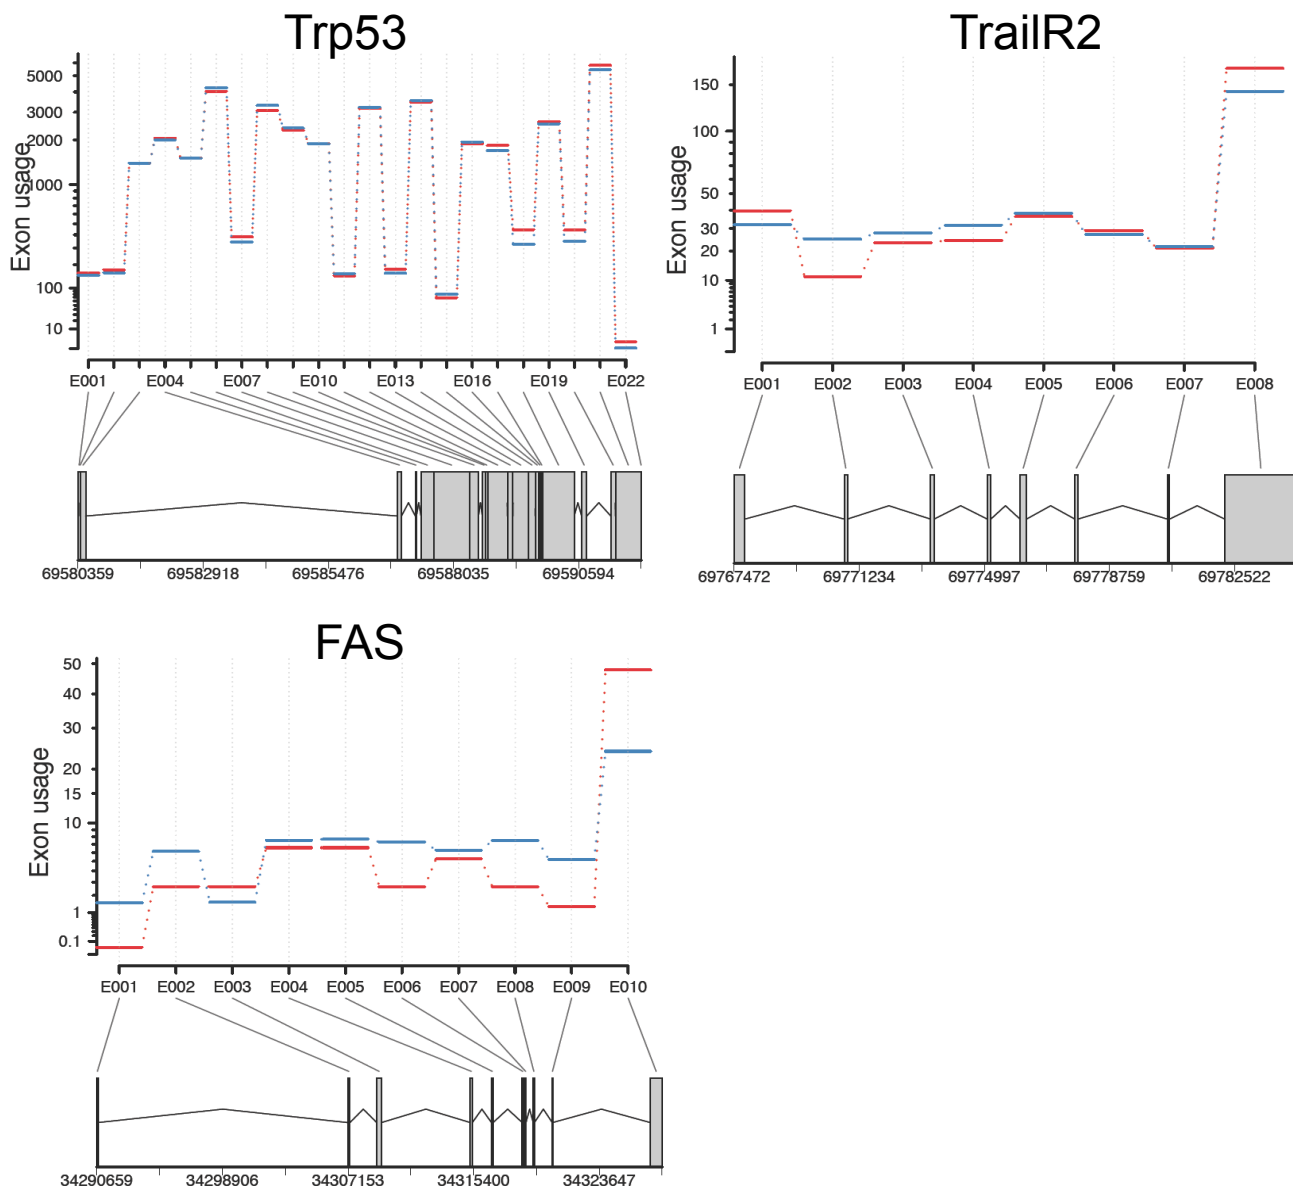

### Supplemental Figure S5:

Visual representation of Differential Exon Usage for selected genes. Exon use levels in hnRNPL wild-type samples are shown as red lines, hnRNPL KO samples as blue lines. None of the exons shown for the selected genes display statistically significant differences.

a

**Most frequent gene functions downregulated in hnRNPL KO cells (2 fold difference)**

| Term                       | Fold enrichment | p-value               |
|----------------------------|-----------------|-----------------------|
| Cell activation            | 5.1             | $7.3 \times 10^{-10}$ |
| Leukocyte activation       | 4.5             | $5.2 \times 10^{-7}$  |
| Lymphocyte activation      | 4.6             | $2.1 \times 10^{-6}$  |
| Immune response            | 2.9             | $5.3 \times 10^{-6}$  |
| T cell activation          | 5.7             | $8.4 \times 10^{-6}$  |
| Lymphocyte differentiation | 5.3             | $4.3 \times 10^{-5}$  |
| Leukocyte differentiation  | 4.6             | $5.6 \times 10^{-5}$  |
| T cell differentiation     | 6.5             | $6.9 \times 10^{-5}$  |

b

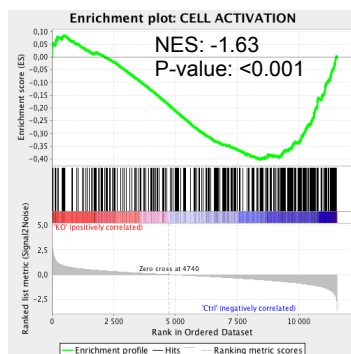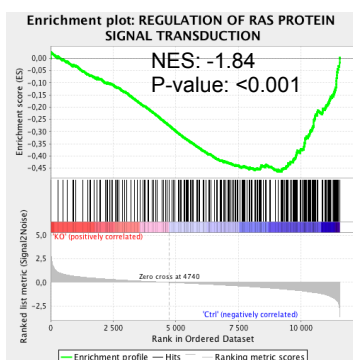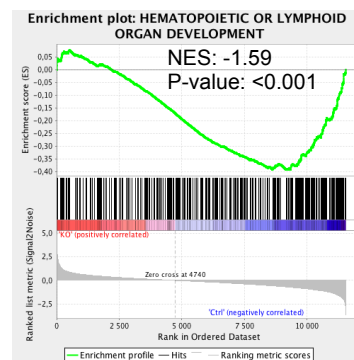

c

| Gene name   | Fold down-regulation |
|-------------|----------------------|
| M-CSFR      | 0.11                 |
| Mpeg1       | 0.11                 |
| Tifab       | 0.13                 |
| Satb1       | 0.14                 |
| Clec12a     | 0.14                 |
| Ifitm1      | 0.15                 |
| Ifi203      | 0.14                 |
| Hp          | 0.16                 |
| Parp8       | 0.16                 |
| Lsp1        | 0.16                 |
| Cathepsin G | 0.17                 |
| CD93        | 0.17                 |
| Gda         | 0.17                 |
| Prtn3       | 0.18                 |
| Rassf4      | 0.18                 |
| Rgs2        | 0.18                 |
| Atp8b4      | 0.18                 |
| Mtus1       | 0.18                 |
| Rab44       | 0.18                 |
| Gpr97       | 0.18                 |
| Mpo         | 0.18                 |
| Serpinb1a   | 0.19                 |
| Cxcr4       | 0.20                 |
| Il6ra       | 0.20                 |
| Glpr1       | 0.21                 |
| CD34        | 0.22                 |
| Gfi1        | 0.23                 |
| G-CSFR      | 0.21                 |
| Igfbp4      | 0.26                 |
| PU.1        | 0.24                 |
| Runx1       | 0.52                 |

d

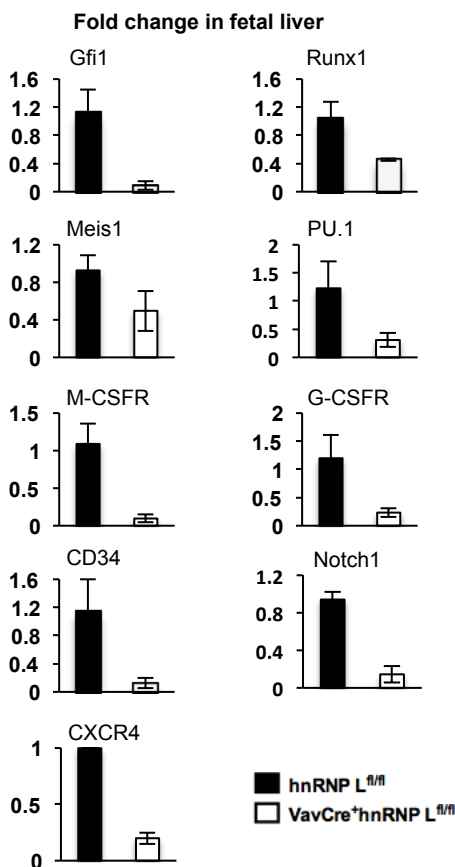

**Supplemental Figure S6:**

**a)** GO Biological processes identified as being over-represented among genes down-regulated in hnRNPL KO Lin<sup>c</sup>Kit<sup>+</sup> cells according to the DAVID software. **b)** GSEA analysis confirming the enrichment of selected functions in the hnRNPL WT samples. Normalized Enrichment Score (NES) and nominal P-values are shown. **c)** Fold decreases in hnRNPL KO cells of selected genes of interest, as determined by RNA-seq. **d)** RT-qPCR analysis of selected genes expression relative to Gapdh with RNA isolated from the indicated Lin<sup>c</sup>Kit<sup>+</sup> fetal liver cells.

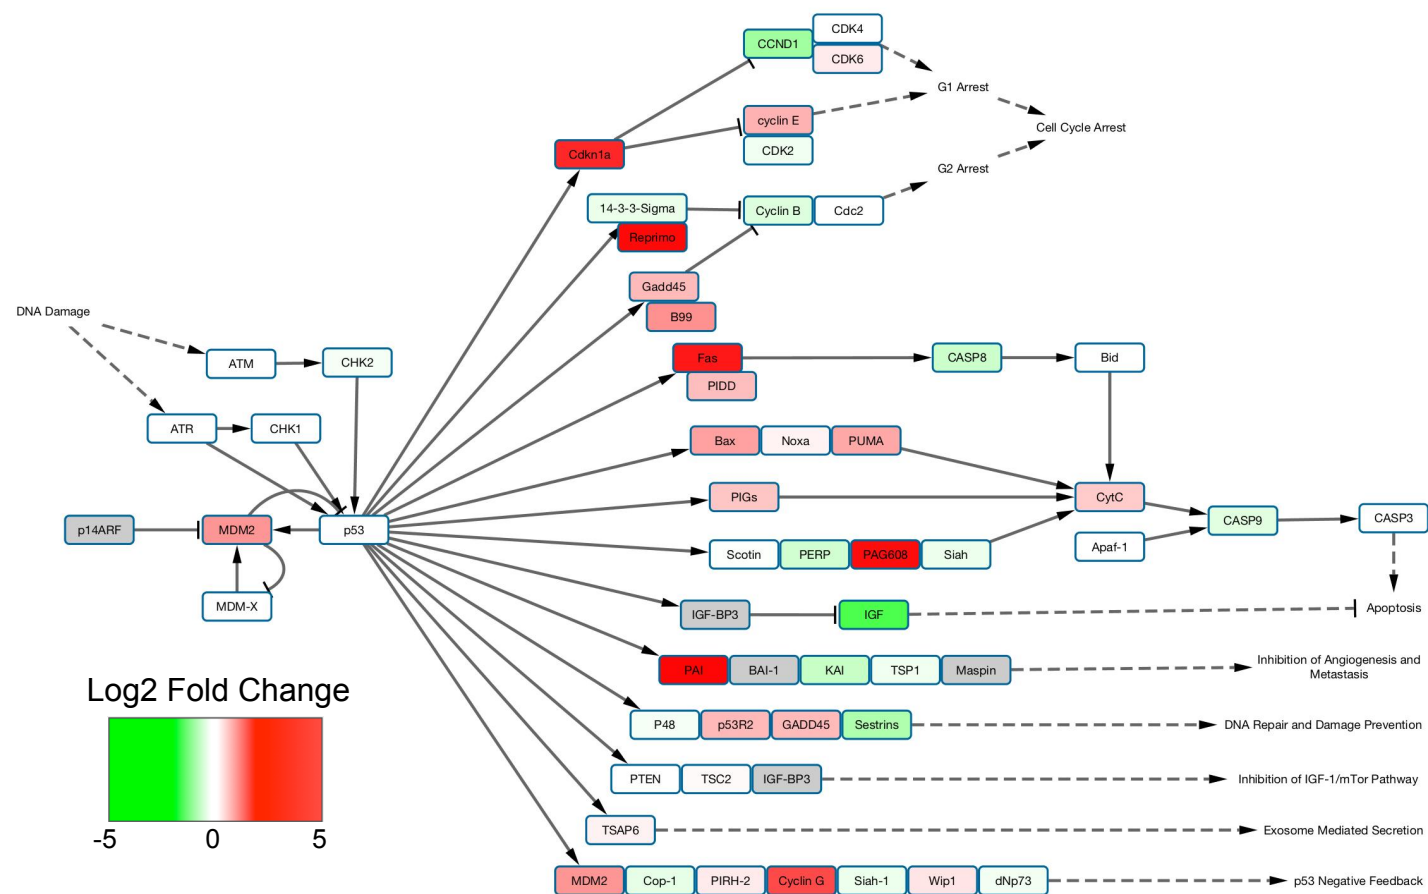

### Supplemental Figure S7:

Visual representation of the p53-signalling pathway (based on KEGG entry mmu04115) using a colour coded representation of changes in expression in hnRNPL KO cells compared to wild-type cells. Green: down-regulation, Red: up-regulation, White: no change, Grey: no data. All values are expressed as log2 fold changes. Generated using Cytoscape v3.1.0.

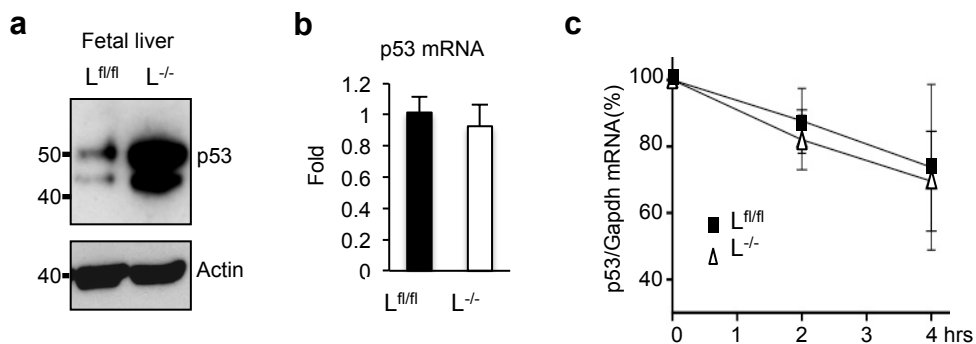

### Supplemental Figure S8:

**a)** Western blot analysis of p53 levels in total FL cells from embryos with the indicated genotype. **b)** RT-qPCR analysis of p53 mRNA expression relative to Gapdh in sorted Lin<sup>c</sup>Kit<sup>+</sup> FL cells from embryos with the indicated genotype **c)** Sorted Lin<sup>c</sup>Kit<sup>+</sup> FL cells from embryos with the indicated genotype were treated with 5  $\mu$ g/mL actinomycin D and harvested at the indicated time points. The percentage of p53 mRNA remaining at each time point was assessed by RT-qPCR and normalized to Gapdh.

**a**Vav-Cre, hnRNPL<sup>fl/wt</sup> x p53<sup>-/-</sup>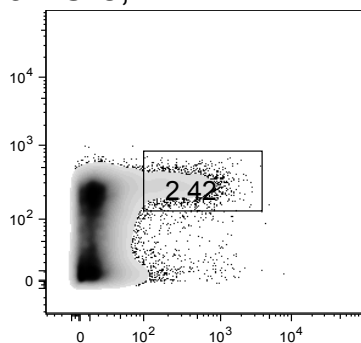**b**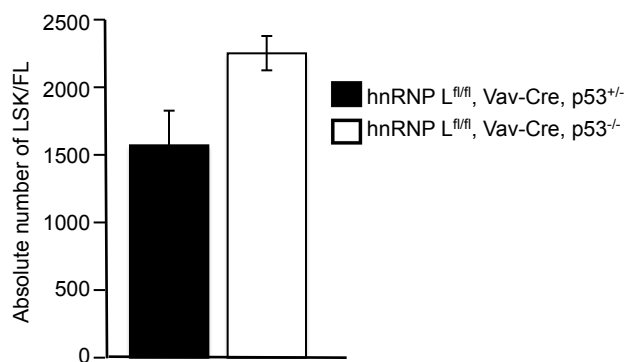Vav-Cre, hnRNPL<sup>fl/fl</sup> x p53<sup>+/-</sup>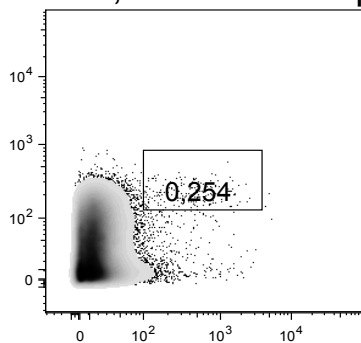**c**Vav Cre, hnRNPL<sup>fl/wt</sup> x p53<sup>-/-</sup>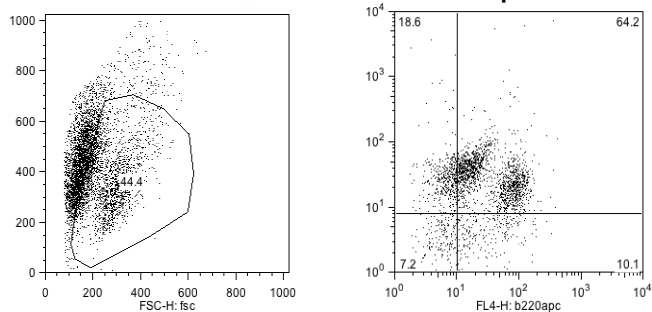Vav-Cre, hnRNPL<sup>fl/fl</sup> x p53<sup>+/-</sup>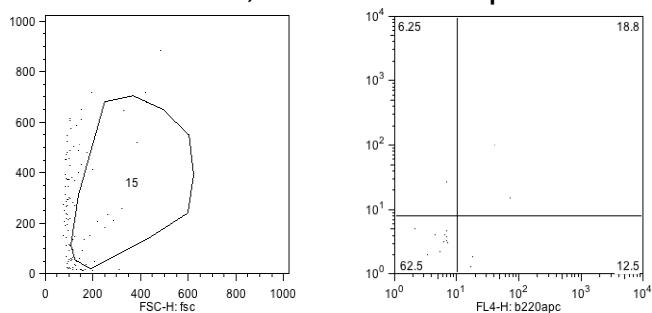Vav-Cre, hnRNPL<sup>fl/fl</sup> ; p53<sup>-/-</sup>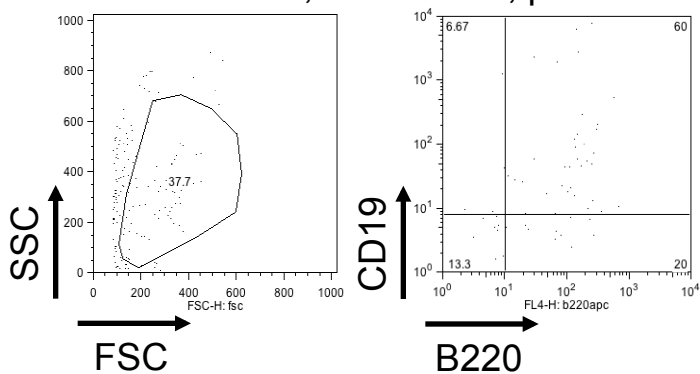

C-kit ↑

Sca1 →

SSC ↑

FSC →

CD19 ↑

B220 →

**Supplemental Figure S9:**

**a)** Representative flow cytometry analysis of LSK cells in the indicated mice. **b)** Graph showing the absolute number of LSK cells. **c)** 5000 fetal liver Lin<sup>-</sup> cells were sorted from E14.5 embryos and plated on OP9-DL4 stromal cells. OP9-DL4 cultures containing 10 $\mu$ g/ml Flt3L and 10 $\mu$ g/ml IL-7. Cells were analyzed for the expression of B-cells markers 7 and 14 days later.

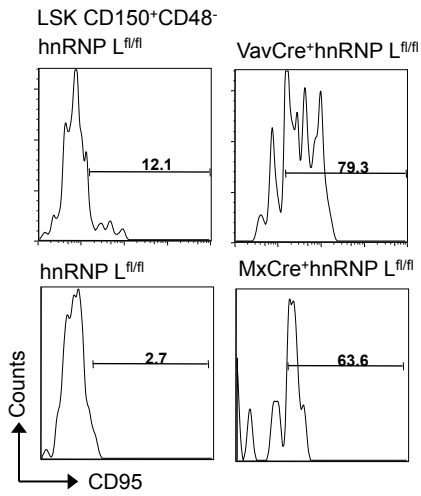

**Supplemental Figure S10:**

CD95 expression was tested by flow cytometry on HSCs from fetal livers of hnRNP L<sup>fl/fl</sup> or VavCre<sup>+</sup>hnRNP L<sup>fl/fl</sup> embryos (upper part) and from bone marrow of hnRNP L<sup>fl/fl</sup> or MxCre<sup>+</sup>hnRNP L<sup>fl/fl</sup> mice (lower part).

Figure 7c:

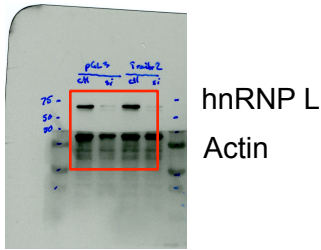

Figure 7d:

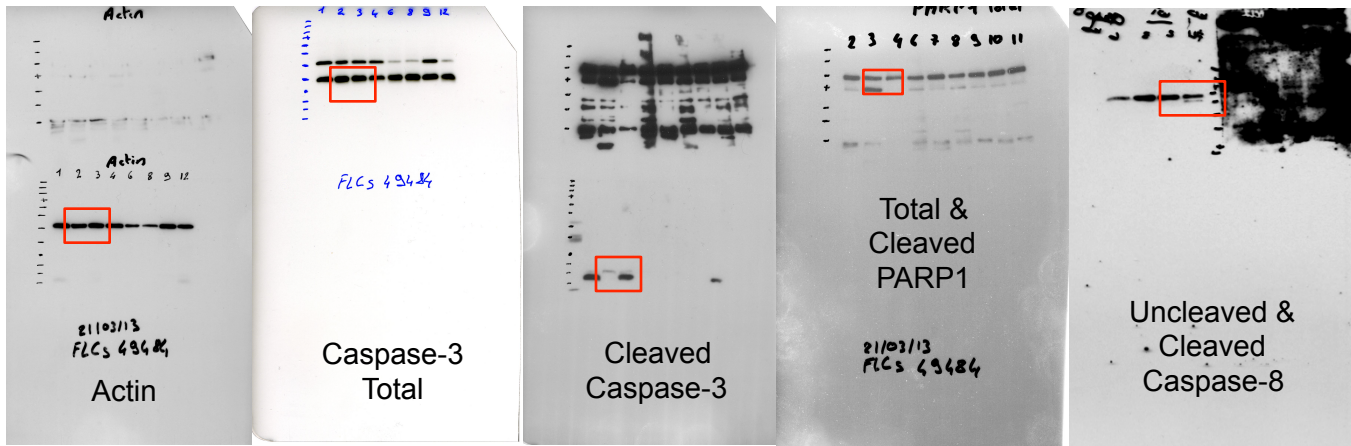

Figure S1b:

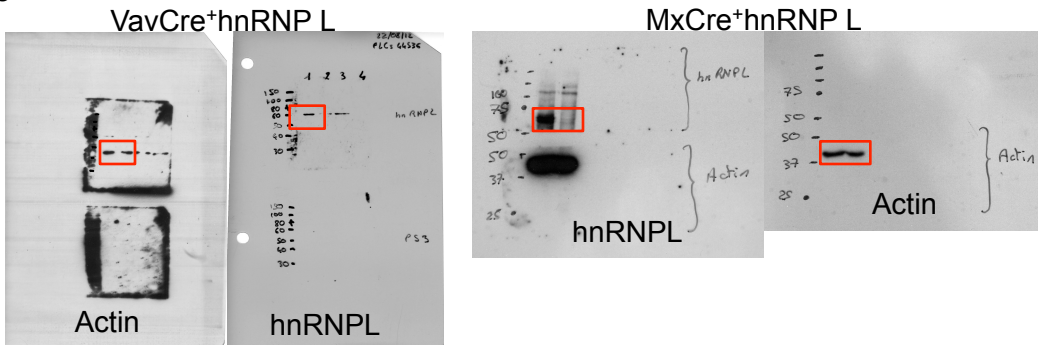

Figure S8a:

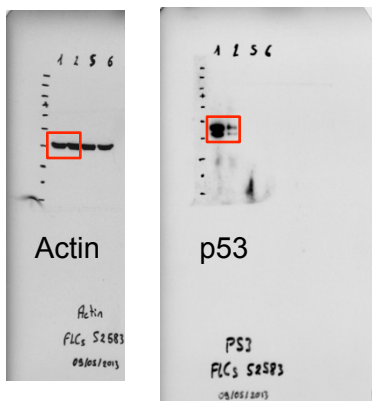

### Supplemental Figure S11:

Uncropped images of the Western blots membranes used in Figures 7c, 7d, S1b, S8a. Red boxes highlight the cropped region of the membranes.

### Supplemental Table S1:

Primers for the amplification of mouse genome regions from ChIP by real-time quantitative PCR

| Name       | Forward (5'-3')          | Reverse (5'-3')       |
|------------|--------------------------|-----------------------|
|            | TGTTTCAGTGTTCCAAACGTTACA |                       |
| Trailr2 0  | G                        | ATGGATGGTCTCACCCCAGTA |
| Trailr2 1  | TTCAGATTCTGTCCGGCGAC     | GCTTGATTACGCGTCCAACC  |
| Trailr2 2  | CCTCCCAAGGTGGATTTCCC     | GCGACTTGACGCTTAGTGGT  |
| Trailr2 3  | GTTTCGGATGAGCTGACACC     | TAGAAGTCTGCGCTTCGGG   |
| Trailr2 4  | TCCGCGTCACATCACTGAC      | AGGCCCCGATTCTAGGCTCTT |
| Intergenic | TGGGCATATCCCTGGAGCTT     | GGCCATCCCACAGTCACAAC  |

Primers for the amplification of mouse transcripts by real-time quantitative PCR

| Name       | Forward (5'-3')       | Reverse (5'-3')       |
|------------|-----------------------|-----------------------|
| CD34       | ACAGTACCTCACAAACCCTGC | GGTCACATTGGCCTTTCCCT  |
| cdkn1a/p21 | TTGCACTCTGGTGTCTGAGC  | AATCTGTCAAGGCTGGTCTGC |
| Csf1r      | GGTTGTAGAGCCGGGTGAAA  | TCTTGTGGTCAGGGTGCTTC  |
| Csf3r      | CTGCTCCATCCCCGAAAAA   | TGAGAGACTACATCAGGGCCA |
| CXCR4      | TTACCCCGATAGCCTGTGGA  | CAGGAGAGGATGACGATGCC  |
| Gfi1       | GCGAGTGATTATTGGCCGC   | TAGCTTTTGGGGGTAGGGC   |
| Meis1      | ACCCTGATGGACAGCCAATG  | CTGGCATACTTTGCAGCCCT  |
| Notch1     | CCTCCTGCCAGACCAAT     | TCACTCTCACAGTTGCGACC  |
| PU.1       | ACTGGGATTTCTCCGCACAC  | GCACCATGGGAGTATCGAGG  |
| Runx1      | AGGCAGGACGAATCACACTG  | TGCTGTCTGAAGCCATCGTT  |
| TrailR2    | ACTGACTTCCTGTACCCCCA  | GATCCCGTTCACAGCCTCTT  |
| Trp53inp   | CTGCCACAAGAAAGGGAGAG  | ACAGATGCCACCAGAAATCC  |
| P53        | AAGACAGGCAGACTTTTCGCC | CGGGTGGCTCATAAGGTACC  |
| GAPDH      | ACTGAGCAAGAGAGGCCCTA  | TATGGGGGTCTGGGATGGAA  |

Supplementary Table S2 - Genes with one or more exons showing significant differences in usage

| Ensembl Gene ID     | Gene Symbol  | Gene name                                                                                           |
|---------------------|--------------|-----------------------------------------------------------------------------------------------------|
| ENSMUSG00000026817  | ak1          | adenylate kinase 1                                                                                  |
| ENSMUSG00000028737  | ALDH4A1      | aldehyde dehydrogenase 4 family, member A1                                                          |
| ENSMUSG00000040174  | Alkbh3       | alkB, alkylation repair homolog 3 (E. coli)                                                         |
| ENSMUSG00000026987  | Baz2b        | bromodomain adjacent to zinc finger domain, 2B                                                      |
| ENSMUSG00000032589  | BSN          | bassoon                                                                                             |
| ENSMUSG00000030177  | Ccdc77       | coiled-coil domain containing 77                                                                    |
| ENSMUSG00000035776  | CD99L2       | CD99 antigen-like 2                                                                                 |
| ENSMUSG00000039128  | Cdc123       | cell division cycle 123 homolog (S. cerevisiae)                                                     |
| ENSMUSG00000032997  | CHPF         | chondroitin polymerizing factor                                                                     |
| ENSMUSG00000026814  | ENG          | endoglin                                                                                            |
| ENSMUSG00000069808  | FAM57A       | family with sequence similarity 57, member A                                                        |
| ENSMUSG00000090639  | Gm20425      | predicted gene 20425                                                                                |
| ENSMUSG00000094439  | Gm21969      | predicted gene 21969                                                                                |
| ENSMUSG00000095538  | Gm21983      | Predicted gene 21983                                                                                |
| ENSMUSG00000024958  | GPR137       | G protein-coupled receptor 137                                                                      |
| ENSMUSG00000025001  | Hells        | helicase, lymphoid specific                                                                         |
| ENSMUSG00000026618  | iars2        | isoleucine-tRNA synthetase 2, mitochondrial; similar to isoleucine-tRNA synthetase 2, mitochondrial |
| ENSMUSG00000041025  | IFFO2        | intermediate filament family orphan 2                                                               |
| ENSMUSG00000031171  | LOC100044636 | similar to FtsJ homolog; FtsJ homolog 1 (E. coli)                                                   |
| ENSMUSG00000089661  | MIA          | melanoma inhibitory activity                                                                        |
| ENSMUSG00000093348  | Mir3101      | microRNA 3101                                                                                       |
| ENSMUSG00000032456  | NMNAT3       | nicotinamide nucleotide adenyltransferase 3                                                         |
| ENSMUSG00000026211  | Obsl1        | obscurin-like 1                                                                                     |
| ENSMUSG00000019876  | Pkib         | protein kinase inhibitor beta, cAMP dependent, testis specific                                      |
| ENSMUSG00000020612  | PRKAR1A      | protein kinase, cAMP dependent regulatory, type I, alpha                                            |
| ENSMUSG000000061136 | Prpf40a      | PRP40 pre-mRNA processing factor 40 homolog A (yeast)                                               |
| ENSMUSG00000026869  | PSMD5        | proteasome (prosome, macropain) 26S subunit, non-ATPase, 5                                          |
| ENSMUSG00000072946  | PTGR2        | prostaglandin reductase 2                                                                           |
| ENSMUSG00000000876  | PXMP4        | peroxisomal membrane protein 4                                                                      |
| ENSMUSG000000053291 | RAB4B        | RAB4B, member RAS oncogene family                                                                   |
| ENSMUSG00000028677  | Rnf220       | ring finger protein 220                                                                             |
| ENSMUSG00000032553  | srprb        | signal recognition particle receptor, B subunit                                                     |
| ENSMUSG00000028738  | Tas1r2       | taste receptor, type 1, member 2                                                                    |
| ENSMUSG000000056130 | Ticam2       | toll-like receptor adaptor molecule 2                                                               |
| ENSMUSG00000033184  | TMED7        | transmembrane emp24 protein transport domain containing 7                                           |
| ENSMUSG00000032554  | TRF          | transferrin                                                                                         |
| ENSMUSG00000005354  | TXN2         | thioredoxin 2                                                                                       |
| ENSMUSG00000096115  | NA           | Uncharacterized protein                                                                             |

This table shows genes that have at least one exon with a greater than 2 fold difference in usage in hnRNPL KO samples compared to hnRNPL wild-type samples, with a P value < 0.01 and at least 10 reads for quantification

Supplementary Table S3 - Most overrepresented Biological Functions of genes showing DEU in hnRNPL KO samples

| Term                              |
|-----------------------------------|
| GO:0055114 oxidation reduction    |
| GO:0043414 biopolymer methylation |
| GO:0022402 cell cycle process     |
| GO:0032259 methylation            |

This table shows the GO Biological Functions most overrepresented amongst genes showing DEU in hnRPNL KO samples versus hnRNPL wild-type samples, according to the DAVID software

Note that none of these functions pass a 0.05 P Value threshold

How the deposited data were processed for this re-analysis (not part of the article)

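RNA from sorted Lin-cKit+ FL cells of E14.5 embryos was sequenced, with 3 wt embryos (replicates 1 to 3) and 3 VavCre+hnRNP L fl/fl embryos (hnRNP L deficient replicates 1 to 3). The genotype and number of each library were taken from the sample labels and the cell population from the methods of the paper. The authors aligned the reads to GRCm38 with Tophat, counted them on Ensembl genes with HTSeq and on exon bins with the counting script of DEXSeq, and deposited these counts without normalization. Neither the paper's text nor the labels give the Ensembl release or the options of the counting. The gene counts came from 6 libraries and the exon bin counts from 5, since exon bins of hnRNP L deficient replicate 1 were not analysed here. In the exon bin counts overlapping genes are merged into one unit, and a read can count on more than one bin, so that bin totals exceed gene totals.

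Gene counts were analysed with edgeR 4.0.16 in R 4.3.3. The deposited counts were normalized by TMM, genes were kept by the default expression filter (14396 of 38293), and the 3 hnRNP L deficient libraries were compared to the 3 wt libraries by the quasi-likelihood test with robust estimation and Benjamini-Hochberg adjustment. Standard errors are the log2 fold change divided by the square root of the test's F statistic. CPM are the counts divided by the normalized library size. Exact permutation tests of single genes used log2 of CPM plus 0.1. The p53 pathway genes were tested as a set by camera of limma 3.58.1 with an inter-gene correlation of 0.01, and against 10000 random lists of the same size drawn within 20 classes of mean expression. Marker genes of 7 cell types were listed before the counts were examined and tested in the same way. Exon bins with a mean of at least 10 reads were tested with diffSpliceDGE of edgeR, whose coefficients are on the natural log scale and were converted to log2. DEXSeq was replaced by its model fitted with DESeq2 1.42.0, as an alternative. Gene positions are from the GENCODE annotation of GRCm38.

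The genes named were fixed by a rule set before the counts were examined. They are the genes that the paper names for its RNA-seq, and the 5 largest rises and 5 largest falls among genes with an adjusted p-value under 0.05, a mean of at least 1 CPM and every hnRNP L deficient library on the same side of every wt library. For exon bins they are the bins of *Trp53*, *Tnfrsf10b*, *Fas*, *Ptprc* and *Hnrnpl*, the genes of Table S2 and the 5 genes with the smallest p-values in units of a single gene. *Hnrnpll* and *Bcl2* are given in addition, the one as the paralog of the deleted gene and the other because the paper reports on its mRNA.

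Depth was between 55952160 and 76157226 reads on genes per library, at which 3 reads correspond to at most 0.0536 CPM. Counting error was therefore small for most genes named, and the spread between embryos limited the precision. An exact test of 3 libraries against 3 cannot go below p = 0.1. Simulated counts with the means and library sizes of the real genes were used to test the steps. In them 200 genes and 200 bins were changed, all by the same fold, up or down. Genes and bins were drawn independently, with a single common dispersion. The rates that follow therefore do not cover genes that vary more between embryos or that vary together. The edgeR test recovered 99.5% of the 196 changed genes that it tested and called 7 of 14054 unchanged genes. For exon bins, diffSpliceDGE recovered 95.3% of the 192 changed bins that it tested, and 0.95% of 41804 bins in unchanged units had a p-value under 0.01.

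The alternatives were DESeq2, median-of-ratios factors, total counts, other filters, limma-voom with sample weights, a test against a 2-fold change, no fold-change threshold, no robust estimation, and leaving out each library in turn, and for exon bins other tools, thresholds and read minimums. Splice junctions, GO categories and GSEA gene sets were not analysed here.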

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

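The tests of depth and of GC content in this part were set before their results were seen. No test was chosen afterwards here.

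A signal appeared in genes on which the paper does not report. Of the 5 largest rises and 5 largest falls that met the rule for naming genes, 9 are named neither in Fig. 6c nor in Figures S6c and S7. *Zfp365* had a log2 fold change of 8.89, *Plk2* of 6.28, *Got1l1* of 6.23 and *Zfp750* of 5.67. In wt replicates 1 to 3 *Zfp365* had 0.018, 0.0167 and 0 CPM. *Got1l1* had 0.054, 0.0334 and 0.0275 CPM there, and *Zfp750* had 0, 0.05 and 0.0826 CPM. Most of these values are at or below about that of 3 reads (at most 0.0536 CPM), so the fold changes are imprecise. For *Plk2* the log2 fold change ranged from 5.76 to 8.13 with each library left out in turn. Among the falls, *Ighm* had a log2 fold change of -4.50, *Pld4* of -3.89, *St8sia1* of -3.78, *Ccl9* of -3.72 and *Ly86* of -3.67. The rule that picked them required every hnRNP L deficient library to lie on one side of every wt library, so that separation is no further evidence. With all libraries thinned to the smallest library size, 9 of the 9 genes still passed an adjusted p-value of 0.05, and with each library's trend on GC content and transcript length removed 9 of the 9 did. Depth and GC content therefore leave these changes in place. A fit with granulocyte and monocyte markers as a covariate was made for all genes, but it is not reported for these 9 genes. A difference in the mixture of cells was thus not assessed for them, and a change of expression within cells cannot be told apart from it.

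Exon bins outside Table S2 also passed. At an adjusted p-value under 0.05 and a change in usage above 2-fold, 18 units with none of the genes of Table S2 had at least 1 such bin, in 5 libraries. One of them was *Hnrnpl*, where bin 23 rose in usage by 1.18 on the log2 scale. No technical or biological explanation was tested for these bins one by one.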

How the results depend on the processing

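No test in this part was chosen after its result was seen, and all alternatives were set before the data were examined. No paired analysis was run, because the replicate numbers only count the embryos of each genotype and do not pair them. The embryo numbers in the labels share their first part in wt replicate 1 and hnRNP L deficient replicate 1, and in hnRNP L deficient replicates 2 and 3. Whether this marks a litter is not stated. A fit with this first part as a block was not run, so an effect of litter was not tested.

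The number of up-regulated genes (224) was 147 with at least 10 counts in every library, 349 with limma-voom, 8 when tested against a 2-fold change and 1341 without a fold-change threshold. The number of down-regulated genes (743) was 1154 with DESeq2, 1 when tested against a 2-fold change and 1418 without a fold-change threshold. Median-of-ratios factors, total counts, no filter and no robust estimation kept both counts within 1.5 times. Across the 6 fits that each left out one library, up-regulated genes ranged from 5 to 333 and down-regulated genes from 0 to 1407. In the fits with 0 down-regulated genes, 1326 (without wt replicate 3), 1113 (without hnRNP L deficient replicate 2) and 1071 (without hnRNP L deficient replicate 3) fell by more than 2-fold at an unadjusted p-value under 0.05. The log2 fold change of *Hnrnpl* (-1.01) ranged from -1.05 to -0.94, with an adjusted p-value above 0.05 in 4 of these fits and as high as 0.085.

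Of the genes in Fig. 6c, 19 passed, and 2 to 19 did with one library left out. Of those in Figure S6c, 8 passed, 20 did with DESeq2 and 0 to 20 with one library left out. In the 4 fits with 0, between 13 and 25 had an unadjusted p-value under 0.05. The p53 pathway set (p = 0.0087) had p = 0.235 by permutation of genes, against random lists. By camera, p was 0.478 without the genes of Fig. 6c, whose fold increases are from the same data, and between 2.6e-05 and 0.0165 across the fits with one library left out.

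Genes with differential exon usage (369) numbered 31 at an adjusted p-value under 0.01, 38 at one under 0.05, 675 with limma's diffSplice, 1021 with DEXSeq's model in DESeq2, 653 with at least 10 reads in total, and 507 to 727 across the 3 fits that each left out one wt library. The bins of *Trp53*, *Tnfrsf10b*, *Fas* and *Ptprc* with an adjusted p-value under 0.05 stayed at 0 under DEXSeq's model and in these 3 fits. At an unadjusted p-value under 0.05 there were 3 such bins under DEXSeq's model, 2 without wt replicate 3 and 0 without wt replicate 1 or 2.

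Several changes of direction occurred. With total counts the erythroid marker list moved from a median log2 fold change of 0.00066 to -0.067 and *Bid* to -0.071. *Chek1* became 0.0072 with DESeq2 and 0.0036 with median-of-ratios factors. These values lie near 0, and total counts shifted the median log2 fold change of all genes by -0.07 and median-of-ratios factors by 0.0099, about as much as these values moved. With one library left out, the log2 fold change ranged from -1.09 to 0.92 for *Rnf144b*, -3.11 to 0.48 for *Gda*, -0.14 to 0.23 for *Cdk6*, -0.0039 to 0.21 for *Ccnb1*, -1.0 to 0.55 for *Gadd45b*, -0.060 to 0.11 for *Bid*, -0.099 to 1.05 for *Pmaip1*, -0.31 to 0.0061 for *Shisa5*, -0.87 to 0.55 for *Perp*, -0.16 to 0.12 for *Apaf1*, -0.80 to 0.37 for *Thbs1*, -0.25 to 0.11 for *Atm*, -0.20 to 0.066 for *Atr*, -0.062 to 0.068 for *Chek1* and -0.029 to 0.27 for *Mdm4*. For the erythroid list the range was -0.11 to 0.092. The cause of the changes with one library left out was not tested.

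For the other results, single genes and marker lists, the fits with one library left out gave 726 values, of which 468 kept their direction and their side of the threshold, 208 lost significance, 24 gained it and 26 reversed. These results were otherwise recomputed only with DESeq2 (single genes), median-of-ratios factors and total counts. Of the 356 values there, 329 were unchanged in this sense, 4 lost significance, 19 gained it and 4 reversed.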

Differences from the paper's values

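The paper reports 470 up-regulated genes, against 224 here. Of the alternatives set before the data were examined, limma-voom with sample weights (349) and the fit without wt replicate 1 (333) came within 1.5 times of the paper's count. The other alternatives did not, with 285 for DESeq2 and 1341 without a fold-change threshold. The paper reports 88 down-regulated genes, against 743 here. None of the alternatives came within 1.5 times of it, with values between 0 and 1418. For differential exon usage the paper reports 38 genes, against 369 here. At an adjusted p-value under 0.05 the count was 38 and at one under 0.01 it was 31, and the other alternatives stayed further away, between 265 and 1021. Of the 38 genes at an adjusted p-value under 0.05, 16 are among those of Table S2.

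For *Fas*, the paper's fold increase is about 2.4 in Fig. 6c, read by eye, against 10.7 here, and none of the alternatives closed the gap (between 7.82 and 33.9). For *Rnf144b*, it is about 2.0 in Fig. 6c, read by eye, against 0.651 here. Without wt replicate 2 the value was 1.89, and the other alternatives lay between 0.469 and 0.683. The other 18 genes of Fig. 6c were within 1.04 times of the values read from it, and all 31 genes of Figure S6c within 1.09 times of the paper's.

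The paper's text has more genes rising than falling in hnRNP L deficient cells, whereas 743 fell and 224 rose here, and the heat map of Fig. 6a draws more genes lower than higher. The paper names *Gfi1*, *Cxcr4* and PU.1 among genes affected, and their edgeR adjusted p-values were 0.25, 0.14 and 0.14 here. Their fold changes were close, at 0.225, 0.202 and 0.255 here against 0.23, 0.2 and 0.24 in Figure S6c. The paper also reports their down-regulation by RT-qPCR, so the difference lies in the significance and not in the size of the fall.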

Other observations

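Tests chosen only after the result was seen are the order of the wt embryos, the lowest level of an *Hnrnpl* bin, the direction of *Hnrnpll*, the shares of rising bins with many reads in units of a single gene, and the numbers of all genes rising and falling with the covariate.

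More genes fell than rose in the hnRNP L deficient libraries, 3.32 for each gene that rose. With all libraries thinned to 55952160 reads this ratio was 3.36, with each library's trend on GC content and transcript length removed 2.36, the lower of the ratios under median-of-ratios factors and total counts was 3.26, and without wt replicate 2 it was 2.42. None of these 4 brought it to 1 or less. With the level of 9 granulocyte and monocyte markers as a covariate, the excess was smaller, with 482 genes falling and 269 rising past the thresholds. The excess did not hold under every alternative, however. Tested against a 2-fold change, 8 genes rose and 1 fell, and in the 4 fits without wt replicate 3 or without 1 of the hnRNP L deficient libraries between 5 and 12 rose and between 0 and 2 fell. In these 4 fits between 1052 and 1326 genes fell and between 265 and 388 rose by more than 2-fold at an unadjusted p-value under 0.05. Without a fold-change threshold 1418 fell and 1341 rose. Only the split by genotype, 1 of the 10 splits of the 6 libraries into groups of 3, gave 967 genes past the thresholds. The other 9 splits gave 0, with between 36 and 498 genes changed 2-fold at an unadjusted p-value under 0.05, against 1631 for the split by genotype. With 10 splits this share cannot go below 0.1 whatever the data, so the share alone cannot exclude a grouping by chance. On simulated counts the edgeR test called 7 of 14054 unchanged genes, but those genes were drawn independently, unlike genes that vary together. The other 9 splits each mix the genotypes, so a difference between the genotypes widens the spread within their groups. Their 0 calls therefore cannot decide whether the 967 calls arose by chance.

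Of the 20 genes of Fig. 6c, all but *Rnf144b* rose. With the mean log2 CPM of 15 granulocyte and monocyte markers as a covariate all 20 rose, *Rnf144b* among them, and 19 were called. With thinned libraries 19 were called, and with GC content and length removed 19. In 1 of 10 splits as many were called in one direction, and in 1 of 10 the p53 pathway set had as small a p. The other 9 splits called 0 of the 20 genes, and 0 passed an unadjusted p-value of 0.05 there, against 19 for the split by genotype. With 10 splits the share cannot go below 0.1 whatever the data. Fig. 6c also lists genes selected from the same RNA-seq. These counts can therefore neither show nor rule out a grouping by chance for the listed genes.

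For the genes of Figure S6c, the mixture of cells may matter more. Of the 31 genes, 8 were called with thinned libraries, 6 with GC content and length removed and 1 of 10 splits called as many. The mean log2 CPM of 9 granulocyte and monocyte markers outside the list was 2.23, 6.11 and 3.42 in wt replicates 1 to 3 and 0.743, 2.98 and 2.90 in hnRNP L deficient replicates 1 to 3. With it as a covariate, 20 of the 31 genes were called as falling, more than before, but *Hp* and *Gda* passed the threshold in the opposite direction, the median log2 fold change shrank from -2.50 to -0.80 and 6 genes no longer fell, among them *Gfi1* (0.24), *Ctsg* (0.23) and *Gda* (1.18). *Cd34* (-1.63), *Runx1* (-0.80) and *Satb1* (-2.27) still fell. Of the 25 listed genes that are not markers, 100% followed the order of the wt embryos in the markers (replicate 2, then 3, then 1), against 32% for random lists of similar expression (permutation of genes, p = 1e-04, the smallest that 10000 lists can give). For Fig. 6c it was 30% against 30% (permutation of genes, p = 0.625). Wt replicate 2 is the highest wt library in all 31 listed genes, and genes that vary together are not independent. The order therefore adds little evidence of its own. The paper's flow cytometry found fewer CMPs, GMPs and CLPs in hnRNP L deficient FL, with a weaker loss of MEPs. Given this loss and the covariate fit, an explanation for part of the fall in Figure S6c is a smaller share of granulocyte and monocyte precursors. The covariate left most genes lower, however. The level of markers also differs by genotype, so that a change in the mixture and a change within cells cannot be told apart fully. In wt replicate 1 and hnRNP L deficient replicate 1, whose embryo numbers share their first part, the markers were lowest within each genotype, and an effect of litter was not tested.

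Marker lists written before the data were examined gave median log2 fold changes of -2.48 for granulocyte and monocyte genes, -3.09 for lymphoid, -0.86 for stem and multipotent, -1.59 for hepatocyte, -1.69 for mast cell, -0.41 for megakaryocytic and 0.00066 for erythroid genes. The first 5 of these passed an adjusted p-value of 0.05 against random lists. By camera the mast cell list did not (adjusted p = 0.28). Without wt replicate 2 the median was -0.47 for granulocyte and monocyte genes and -0.25 for mast cell genes. The mast cell list then no longer passed against random lists. The lymphoid (-2.69), stem and multipotent (-0.81) and hepatocyte (-1.78) medians moved less. However, 9 of the 10 splits of the libraries had as many lists past an adjusted p-value of 0.05 against random lists. The test against random lists therefore does not separate the genotypes.

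Among passing exon bins, 62.6% rose in usage. The share was 60.4% with libraries thinned to the smallest total and 72.0% in units of a single gene, but 47.4% among bins with a mean of at least 100 reads (82 of 173). In units of a single gene, however, 72 of 119 bins with at least 100 reads rose, and so did 19 of the 22 with an adjusted p-value under 0.05. Few reads therefore account for part of the excess at most in units of a single gene.

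The genes of Table S2 lie in merged units more often than other genes, 26.9% of 26 units against 4.54% of the units tested. Of the units with a passing bin, 13.1% were merged. In 6 of these merged units at least 2 genes had a log2 fold change, and the largest difference between the genes of a unit averaged 2.27, against 0.559 in 228 other merged units (one-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give). Differential expression of overlapping neighbours is therefore a candidate explanation for the listing of genes in merged units, and the 19 units of a single gene are not affected by it.

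*Hnrnpl* kept at least 38.1% of its wt level in every bin with 100 or more wt reads, above the 10% set as a limit for a deleted stretch. Transcripts from a deleted allele only would have left a stretch with few reads, provided the counted bins cover it, so intact transcripts may remain in the hnRNP L deficient libraries. Which cells they come from was not tested. The paralog *Hnrnpll* rose (log2 fold change 0.637, edgeR adjusted p = 0.010), higher in 3 of 3 hnRNP L deficient libraries than in every wt library, so reads shared with *Hnrnpl*, which fell, are an unlikely source of its change.

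*Bcl2*, whose mRNA the paper measured by real-time PCR in lineage depleted cells without finding a change, had a log2 fold change of -1.16 in the Lin-cKit+ FL cells (edgeR adjusted p = 0.027), lower in 3 of 3 libraries, and passed in 2 of the 6 fits that each left out one library.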
